# Analysis of ripening-related gene expression in papaya using an *Arabidopsis*-based microarray

**DOI:** 10.1186/1471-2229-12-242

**Published:** 2012-12-21

**Authors:** João Paulo Fabi, Graham B Seymour, Neil S Graham, Martin R Broadley, Sean T May, Franco Maria Lajolo, Beatriz Rosana Cordenunsi, João Roberto Oliveira do Nascimento

**Keywords:** Oligo-chip, Heterologous microarray, Papaya ripening, Quantitative gene expression, Whole genome shotgun, Transcript profiling

## Abstract

**Background:**

Papaya (*Carica papaya* L.) is a commercially important crop that produces climacteric fruits with a soft and sweet pulp that contain a wide range of health promoting phytochemicals. Despite its importance, little is known about transcriptional modifications during papaya fruit ripening and their control. In this study we report the analysis of ripe papaya transcriptome by using a cross-species (XSpecies) microarray technique based on the phylogenetic proximity between papaya and *Arabidopsis thaliana*.

**Results:**

Papaya transcriptome analyses resulted in the identification of 414 ripening-related genes with some having their expression validated by qPCR. The transcription profile was compared with that from ripening tomato and grape. There were many similarities between papaya and tomato especially with respect to the expression of genes encoding proteins involved in primary metabolism, regulation of transcription, biotic and abiotic stress and cell wall metabolism. XSpecies microarray data indicated that transcription factors (TFs) of the *MADS*-box, *NAC* and *AP2*/*ERF* gene families were involved in the control of papaya ripening and revealed that cell wall-related gene expression in papaya had similarities to the expression profiles seen in *Arabidopsis* during hypocotyl development.

**Conclusion:**

The cross-species array experiment identified a ripening-related set of genes in papaya allowing the comparison of transcription control between papaya and other fruit bearing taxa during the ripening process.

## Background

Papaya (*Carica papaya* L.) is an important crop cultivated in tropical and subtropical areas and the ripe fruit has a soft and sweet pulp with high amounts of pro-vitamin A and antioxidants [1]. Papaya is a typical climacteric fruit, with striking colour changes, a rapid rise in ethylene production, and substantial pulp softening; it also responds to exogenous ethylene and 1-MCP applications [2,3]. The physico-chemical changes during papaya ripening are dependent on the expression of specific genes, and the identification of ripening-related genes involved in the activation of biochemical steps relevant for fruit quality is of both scientific and commercial interest.

In order to understand the network of ripening genes in fleshy fruits, transcriptome studies are valuable tools. In the case of fruit such as tomato, microarrays have been used extensively [4,5]. However, for less well studied fruits, transcriptome analyses are based on ‘home-made’ microarrays, such as the μPEACH1.0 array [6], or classical transcript profiling by Differential Display-PCR or cDNA-AFLP [7-9]. With the development of high-throughput sequencing, several species have had their genome sequenced including the Hawaiian variety of papaya fruit [10]. Commercial oligo-chips are not currently available for these organisms and comprehensive RNA sequencing can still be costly often prohibiting routine experiments. However, a cross-species (XSpecies) microarray is an alternative approach that has been successfully used to study the transcriptomes of non-model organisms [11,12].

Papaya is a member of family Caricaceae within the Brassicales, the same order as the ‘model plant’ *Arabidopsis thaliana*, which has been the object of many microarray experiments based on commercially available oligo-chips. Because the two species are relatively closely related, the use of *Arabidopsis* arrays to hybridize RNA from papaya should provide information on the transcriptome changes during ripening in papaya fruits.

In the present study we report the use of RNA from unripe and ripe papaya to probe the Affymetrix *Arabidopsis* GeneChip ATH1-121501 to profile ripening–related gene expression in papaya. The expression pattern of a number of genes likely to be related to fruit quality was validated by quantitative real-time PCR, and the data from papaya cross-species microarray was compared to microarray data from tomato (a climacteric fruit) and grape (a non-climacteric fruit). A comparative biology approach was then used to compare the putative proteins from papaya and protein sequences from *Arabidopsis* and other fleshy fruits in order to obtain information on the differences between these organisms in respect to evolutionary role in fruit ripening. The expression of transcription factors was divergent amongst three species, and XSpecies data indicated transcription factors (TFs) that may be involved in the control of papaya ripening. Comparison of the expression patterns of ripening-related TFs and down-stream effectors such as cell wall genes between papaya, fleshy fruits and *Arabidopsis* indicated both common and unique features in these higher regulatory networks governing ripening.

## Results

### Transcriptome characteristics of papaya fruit ripening: Use of XSpecies microarray

A probe-masking strategy utilising hybridization of papaya genomic DNA was used to identify probes with low or non-specific hybridization. 

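Pulp RNA of unripe and ripe 'Golden' papaya was hybridized to the Affymetrix ATH1 GeneChip, whose probes were designed for Arabidopsis genes. The deposited table has 3 unripe and 3 ripe columns. The paper describes them as 1 pair of samples from fruit harvested in 2007 and the others from 2010, with 12 fruits per sample. Its values are RMA signals on a linear scale, made by the authors for each probe set of the array. The record of the series states for the study that signals were normalized against the genomic DNA hybridization and masked, and does not say whether the deposited values include this step. The genomic DNA array was not analysed here. Within each stage the columns were proportional to each other: replicate 2 was replicate 1 times a constant factor, which was the same in both stages, and replicate 3 was the mean of both, for every probe set within the rounding of the table (tolerance 0.0011 in the signal). They were therefore counted as 1 set of values per stage, and the differences between ripe and unripe pulp have no replicate check, no SD and no p-value. Each difference is the mean log2 signal of the ripe columns minus that of the unripe columns. The median signal was 4.21 in both stages, and log2 signals of both stages correlated across probe sets with r = 0.961. Of the probe sets, 10.5% were brighter in at least 1 stage than the brightest Bacillus subtilis control probe set, at 8.24. The 27 control probe sets of that bacterium, which match no plant gene, differed between the stages by log2 values from -0.28 to 0.12. Differences of up to 0.063 changed sign in some cases when 1 column was left out, since the columns differ by a constant factor. The bioB, bioC and bioD hybridization controls were lower in the ripe columns, at a median log2 difference of -0.60, while the cre hybridization controls had a median of -0.053. The Arabidopsis ubiquitin, actin and GAPDH controls had medians of 0.16, 0.014 and -0.0036, and the 25S rRNA control was at 0.072. Scaling to bioB, bioC and bioD would raise every difference by 0.60 and change the sign of 85 of 248 single genes and list medians, and scaling to cre would raise it by 0.053 and change the sign of 16. All values are relative to the table as deposited.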

The number of probe-pairs retained for analysis decreased rapidly (Additional file 1) as the DNA hybridization threshold was increased. In comparison the number of probe-sets reduced at a slower rate, which was consistent with the results obtained with other species [11,12]. 

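In the deposited signals 812 probe sets were higher in ripe than in unripe pulp by over 1.25 fold and 804 were lower. Past 1.5 fold there were 61 in each direction, and past 2.0 fold 3 were higher and 6 lower. Several of the largest differences belonged to genes encoded in the plastid genome: the ATP synthase genes atpE and atpB had signals of 733 and 625 in unripe pulp and 356 and 322 in ripe pulp, log2 differences of -1.04 and -0.95. The ribosomal protein gene rps15 had a difference of -1.01 and psbJ, of photosystem II, one of -0.87. The decreases of rpl23 (-1.25) and psbD (-1.22) were larger still. Going the other way, ndhB, also encoded in the plastid genome, had the largest difference among the higher genes, at 1.44. Among nuclear genes, AT3G53320 (-0.85), AT3G23080 (-0.82) and AT2G38950 (-0.80) were lower in ripe pulp. AT1G06700 (0.98), AT3G06750 (0.85), AT5G18940 (0.72), AT5G19810 (0.71), AT5G01080 (0.70), AT5G42830 (0.69), AT1G42470 (0.76) and AT4G36600 (0.69) were higher. These genes are among the 10 largest differences in each direction with 1 gene symbol and a signal above the median probe set. The p-value of the criterion could not be applied to 1 set of values per stage. Adding 16 to each signal before log2 left 17 probe sets higher and 30 lower, and without ripe replicate 1 the counts were 1498 and 433. They were 427 and 1528 without ripe replicate 2, 418 and 1569 without unripe replicate 1, and 1478 and 445 without unripe replicate 2. Scaled to the bioB, bioC and bioD controls the counts were 21525 and 8, and scaled to cre 1359 and 487.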

The number of differentially expressed genes (fold change >1.25, p<0.05) was calculated at each threshold and the mask value of 75 returned the highest number of differentially expressed putative genes (414 probe-sets) (Additional file 2). The hierarchical clustering of the log_2_ values of these probe-sets intensities resulted in the discrimination of eight main clusters (Additional file 3) with different expression patterns. Clusters II, III, IV, V and VI, with 208 probe-sets, were up-regulated, while 205 probe-sets from clusters I, VII and VIII were down-regulated during ripening. 

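Of the 414 probe sets listed by the study, 208 had a higher and 206 a lower deposited signal in ripe pulp. The direction was that of the study's list for 329 of them, or 79.5% (95% Wilson interval 75.3% to 83.1%, which covers counting error only), for 50.7% when scaled to bioB, bioC and bioD, and for 78.0% when scaled to cre. The listed and deposited log2 differences correlated with r = 0.529 across these probe sets, which are not independent replicates, and the log2 levels with r = 0.242 in ripe and 0.224 in unripe pulp. Over the first 1999 probe sets of Additional file 2, not chosen by their difference, the differences correlated with r = 0.373. Of the 414 probe sets, 25 were higher and 25 lower by over 1.25 fold, while 7.10% of all probe sets were past it in either direction. An F-box protein similar to the SKP1 interacting partner SKIP2 (AT5G45360) was among the lower, at a log2 difference of -0.61, and a hydroxycinnamoyl/benzoyltransferase-related protein (AT5G67160) was brighter in ripe pulp, with signals of 13.2 and 15.5 in unripe and ripe pulp. The study chose the list on these samples, so that it is not independent evidence of direction.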

Clusters I, II and III was composed by genes with high levels of expression while clusters VI and VIII enclosed genes with the lowest levels of expression during papaya ripening. Clusters IV, V and VII enclosed genes with the highest differences in gene expression when log_2_ intensities were compared between unripe and ripe fruit.

Papaya probe-sets were separated into gene categories using the PageMan software and up-regulated probe-sets were organized according to the correspondent *Arabidopsis* Gene Ontology (Additional file 4) function (Figure 1). As was expected in a climacteric fruit, there were a wide range of genes up-regulated during fruit ripening, including those involved in primary metabolism (especially carbohydrate degradation) and energy transport and these findings are consistent with the high demand associated with ripening and the peak in CO_2_ production (as it was previously reported [3,8]) (Additional file 5). 

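Of the TCA cycle genes fixed as a list, 8 probe sets were measured and 7 of them had higher signals in ripe pulp, with a median log2 difference of 0.13. Genes of 2-oxoglutarate dehydrogenase (AT5G65750, 0.18), the succinyl-CoA ligase alpha subunit (AT5G23250, 0.19) and succinate dehydrogenase (SDH1-1, 0.15) were on that side, and the succinyl-CoA ligase beta subunit (AT2G20420, -0.063) was not. Of the glycolysis genes, 4 were measured: triose phosphate isomerase (TPI, 0.22), glyceraldehyde phosphate dehydrogenase (GAPC2, 0.16) and a pyruvate kinase (AT5G56350, 0.17) were higher, and another pyruvate kinase (AT5G08570) was lower, at -0.49, or 0.11 when scaled to bioB, bioC and bioD. The carbohydrate genes of Table 1 lay on both sides of 0, with 4 higher and 5 lower and a range from -0.33 to 0.24. A reversibly glycosylatable polypeptide (AT3G08900) was at 0.17, a beta-glucosidase (AT1G75940) at 0.076 and myo-inositol 1-phosphate synthase (AT2G22240) at -0.039. The ABI4 gene (AT2G40220) was at 0.0098. Of the sucrose and starch breakdown list, a vacuolar invertase (AT1G62660) was at -0.013 and the disproportionating enzyme DPE1 at 0.052. Among 10000 random lists of the same size and brightness, the medians of the TCA cycle and glycolysis lists stood at percentiles 96.1 and 94.6, within the central 95%. The paper relates the up-regulated categories to the demand associated with ripening and to the peak in CO2 production.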

Genes encoding proteins involved in lipids, protein, and hormone metabolism, as well as cell signalling, signal transduction, and the response to biotic and abiotic stress were also up-regulated (Table 1).

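Of the 13 genes that Table 1 lists under protein and amino acid metabolism, 6 had higher signals in ripe pulp and 7 lower. A UBX domain-containing protein (AT1G14570, 0.44), an aminotransferase (AT4G23600, 0.32) and an aminoacylase (AT4G17830, 0.29) were higher on the log2 scale. Tripeptidyl-peptidase II (AT4G20850, -0.16), a CoA-thioester hydrolase (AT5G65940, -0.17) and a chaperonin (AT5G20890, -0.20) were lower. In the categories of Additional file 4, which group genes otherwise, 14 of 23 probe sets of protein and amino acid metabolism were higher. In signal transduction 5 of 12 probe sets were higher, and in protein phosphorylation 7 of 17. Of Table 1, the calcium sensor gene CBL9 (AT5G47100) was at 0.16 and the 14-3-3 protein genes AT5G16050 and AT5G65430 were at 0.21 and 0.079. Gibberellin 20-oxidase (AT5G07200) was at -0.00080. Of the 18 transport probe sets 13 were lower, among them a sulfate transporter (AT1G77990, -0.17). A copper transport protein (AT5G59030), which Additional file 4 puts under electron transport and energy, was higher, at 0.34. A senescence-associated protein (AT5G66170, 0.29) and a laccase (AT5G01190, 0.28) were also higher. The study chose these probe sets on the same samples, and most of their signals lie in the range of the bacterial control probe sets.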

**Figure 1:**
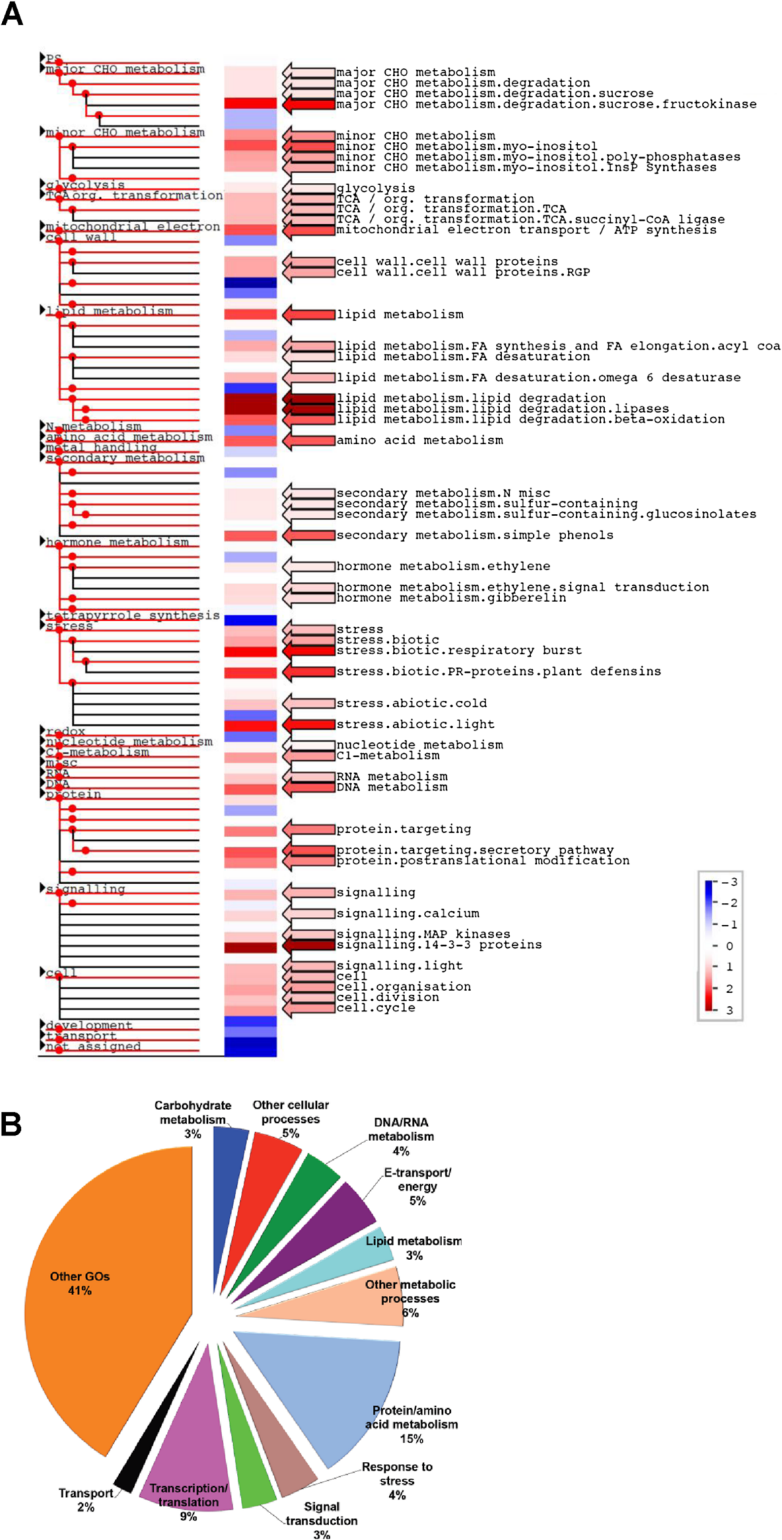
**The ripening papaya transcriptome was studied using the cross**-**species microarray technique and the Affymetrix ATH1-121501 GeneChip from *A. thaliana. *A**) Papaya normalized gene expression values were subjected to an analysis to identify overrepresented functional categories using PageMan (indicated by arrows and names). Gene expression data are presented as log_2_ fold changes in comparison with the unripe fruit. The data were subjected to a Wilcoxon test, and the results are displayed in false-color code. Red colored bins are significantly up-regulated, whereas blue colored bins are significantly down-regulated (p <0.05). All non-significant categories and some down-regulated bins are collapsed in the display. **B**) Pie chart showing the percentage of genes in ripe papaya that are over represented with respect to each of the GO biological processes.

**Table 1:** **Differentially expressed probe**-**sets identified in papaya fruit**

**TAIR annotation**	**Gene description** (**annotated by GO analysis**)	**Log**_**2**_**Fold**^**†**^	***P***-**value**
***Carbohydrate Metabolism***			
AT1G50390	Fructokinase-related (***FRUCT***)^††^	1.738	0.0358
AT3G08900	Reversibly glycosylatable polypeptide-related	0.759	0.0323
AT2G22240	Myo-inositol 1-phosphate synthase	0.748	0.0414
AT2G40220	Abscisic acid-insensitive 4 (*ABI4*) identical to AP2 domain transcription factor	0.361	0.0472
AT3G26380	Glycosyl hydrolase family 27 (alpha-galactosidase/melibiase) (***A***-***GAL***)	-0.342	0.0216
AT5G66280	GDP-D-mannose 4,6-dehydratase 1 (*GMD1*)	-0.386	0.0349
AT1G75940	Glycosyl hydrolase family 1 (beta-glucosidase)	-0.482	0.0402
AT2G06850	Xyloglucan endotransglycosylase (ext/*EXGT*-A1) (***XTH***)	-0.862	0.0498
AT4G28320	Glycosyl hydrolase family 5/cellulase ((1-4)-beta-mannan endohydrolase) (***CELL***)	-2.911	0.0228
***E***-***transport***/***Energy***			
AT5G51060	Respiratory burst oxidase protein C (NADPH oxidase)	1.809	0.0189
AT3G24200	Monooxygenase family	1.610	0.0234
AT2G29990	NADH dehydrogenase	1.108	0.0128
AT2G05180	Cytochrome P450	0.834	0.0275
AT5G08300	Succinyl-CoA-ligase alpha subunit	0.708	0.0194
AT2G36530	Enolase (2-phospho-D-glycerate hydroylase) (***ENOL***)	0.523	0.0400
AT3G56840	FAD dependent oxidoreductase	-0.593	0.0458
AT5G53460	Glutamate synthase	-0.744	0.0452
***Lipid Metabolism***			
AT3G62590	Lipase (class 3) (***LIP3***)	3.851	0.0367
AT1G53920	GDSL-motif lipase/hydrolase	1.710	0.0157
AT5G65110	Acyl-CoA oxidase (***ACYL***)	1.038	0.0070
AT1G30370	Lipase (class 3) similar to DEFECTIVE IN ANTHER DEHISCENCE1	0.972	0.0296
AT4G30950	Omega-6 fatty acid desaturase	0.725	0.0393
AT3G15850	Fatty acid desaturase similar to delta 9 acyl-lipid desaturase	0.344	0.0204
AT1G28590	Lipase (***LIP***)	-0.364	0.0373
***Protein***/***Amino Acid Metabolism***			
AT5G63860	UVB-resistance protein UVR8	1.625	0.0262
AT1G76700	DnaJ protein family (*DnaJ1*)	1.080	0.0340
AT1G14570	UBX domain-containing protein	0.674	0.0361
AT1G16030	Heat shock protein 70b (***HSP70***)	0.669	0.0157
AT4G17830	Aminoacylase similar to acetylornithine deacetylase	0.544	0.0053
AT4G23600	Aminotransferase similar to nicotianamine aminotransferase	0.534	0.0491
AT1G17720	Type 2A protein serine/threonine phosphatase	0.420	0.0292
AT4G00690	Ulp1 protease similar to SUMO-1/Smt3-specific isopeptidase 2	-0.427	0.0443
AT5G20890	Chaperonin	-0.438	0.0102
AT4G20850	Tripeptidyl-peptidase II	-0.474	0.0280
AT3G58640	Protein Kinase Family Protein	-0.599	0.0207
AT5G65940	3-hydroxyisobutyryl-coenzyme A hydrolase (CoA-thioester hydrolase)	-0.711	0.0376
AT5G22060	DnaJ protein family (*DnaJ3*)	-1.032	0.0416
***Response to Stress***/***Defense***			
AT2G43510	Trypsin inhibitor-related	1.401	0.0030
AT3G22840	Early light-induced protein	0.629	0.0440
AT3G17020	Expressed protein similar to *ER6* protein	0.679	0.0306
AT5G47100	Calcineurin B-like protein 9 (*CBL9*)	0.385	0.0326
AT3G16450	Jacalin lectin family similar to myrosinase-binding protein homolog	-0.402	0.0039
AT1G72950	Disease resistance protein	-0.565	0.0447
AT2G17310	F-box protein family	-1.211	0.0150
AT3G03670	Peroxidase	-1.831	0.0497
***Signal Transduction***			
AT2G30420	Myb family transcription factor	1.689	0.0456
AT2G24500	C2H2-type zinc finger protein -related	0.856	0.0103
AT3G61950	bHLH protein family	0.589	0.0216
AT2G06020	Myb family transcription factor	-1.482	0.0367
***Transcription***/***Translation***			
AT3G61830	Auxin response factor-related protein 18 (***ARF18***)	1.004	0.0247
AT3G55620	Eukaryotic translation initiation factor 6 (*EIF*-*6*)	0.743	0.0050
AT1G15360	*AP2*/*ERF transcription factor 2* (***ERF2***)	0.596	0.0407
AT4G11160	Translation initiation factor IF-2 (Basic helix-loop-helix family protein)	0.579	0.0272
AT5G60910	*MADS*-box protein (AGL8)	0.462	0.0135
AT3G24050	*GATA* transcription factor 1	0.364	0.0307
AT5G06950	bZIP transcription factor	-0.327	0.0262
AT3G05860	*MADS*-box protein	-0.357	0.0030
AT1G05180	Auxin-resistance protein 1 (***AXR1***)	-0.472	0.0230
AT1G46768	*AP2* domain protein *RAP2*.*1* (***RAP2***.***1***)	-0.730	0.0492
AT1G58110	bZIP family transcription factor	-1.311	0.0243
***Transport***			
AT4G18290	Inward rectifying potassium channel (*KAT2*)	1.868	0.0166
AT5G59030	Copper transport protein	1.015	0.0171
AT3G05165	Sugar transporter	-0.711	0.0453
AT3G12390	Nascent polypeptide associated complex alpha chain	-0.801	0.0182
AT1G77990	Sulfate transporter -related	-1.269	0.0347
***Other GOs***			
AT5G06650	Zinc finger-related protein (**GO**: **trichome differentiation**)	3.432	0.0429
AT5G16050	*14*-*3*-*3* protein GF14 upsilon (grf5) (**GO**: **unknown**)	1.466	0.0369
AT5G65430	*14*-*3*-*3* protein GF14 kappa (grf8) (**GO**: **unknown**)	1.450	0.0370
AT5G01190	Laccase (diphenol oxidase) (**GO**: **lignin catabolic process**)	1.024	0.0060
AT3G08900	Reversibly Glycosylated Polypeptide 3) (**GO**: **cellulose biosynthetic process**)	0.759	0.0323
AT3G12290	Tetrahydrofolate dehydrogenase (**GO**: **folic acid biosynthesis**)	0.778	0.0222
AT1G70140	Formin homology 2 (*FH2*) domain-containing protein (**GO**: **cell tip growth**)	0.760	0.0241
AT5G66170	Senescence-associated protein (**GO**: **aging**)	0.742	0.0069
AT5G07200	Gibberellin 20-oxidase (**GO**: **gibberellin biosynthetic process**)	0.578	0.0156
AT1G73690	Cell division protein kinase (**GO**: **regulation of cell cycle**)	0.506	0.0341
AT5G67160	Hydroxycinnamoyl/benzoyltransferase-related protein (**GO**: **unknown**)	0.504	0.0467
AT5G48450	Pectinesterase (pectin methylesterase) (***PME1***) (**GO**: **cell tip growth**)	0.501	0.0479
AT1G04130	Tetratricopeptide Repeat (TPR)-containing Protein (**GO**: **unknown**)	-0.347	0.0496
AT1G67700	Auxin-regulated protein (***ARP***) (**GO**: **unknown**)	-0.396	0.0364
AT4G12420	Pectinesterase (pectin methylesterase) (***PME2***) (**GO**: **cell tip growth**)	-0.421	0.0226
AT5G45360	F-box protein similar to SKP1 interacting partner 2 (SKIP2) (**GO**: **unknown**)	-0.448	0.0406
AT2G39700	Expansin putative (***EXP***) (**GO**: **cell wall organization and biogenisis**)	-0.474	0.0128
AT2G39750	Early-responsive to dehydration stress protein (***ERD3***) (**GO**: **unknown**)	-0.642	0.0294
AT4G04340	Early-responsive to dehydration stress protein (***ERD4***) (**GO**: **unknown**)	-0.749	0.0256
AT2G38700	Mevalonate diphosphate decarboxylase (***MEV***) (**GO**: **isoprenoid biosynthesis**)	-0.793	0.0224
AT4G24780	Pectate lyase family 1 (***PL***) (**GO**: **cell wall organization and biogenesis**)	-1.228	0.0408

^†^Log2 of average signal value ripe divided by average signal value unripe.

^††^Names of the genes analyzed by qPCR-Real Time.

### Comparative genomics of fruit ripening in papaya vs. Tomato and grape

In order to visualize the probable cell functions altered in papaya and to compare them to those of another climacteric fruit (tomato) and a non-climacteric fruit (grape), the bins of differentially expressed probe-sets for papaya (fold change >1.25, p<0.10; Additional file 6), tomato and grape (fold change >2.0, authors’ statistical cut-off) were run using the MapMan software [13]. The aim was identify sets of expression profiles that might be conserved between or unique to climacteric and non-climacteric fruit. Data chosen for analysis focused on the main changes associated with the ripening process, such as the comparison between red and mature green tomato and post-véraison and pre-vérasion grape.

Figure 2 shows a schematic Venn diagram of up-regulated probe-sets from papaya XSpecies, tomato and grape microarrays obtained from MapMan analysis (Additional file 7). Despite differences between climacteric and non-climacteric ripening, the proportion of up-regulated genes varied amongst species, with a similar number of over-expressed genes between ripe papaya and grapes.

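In the deposited signals of the 1091 papaya probe sets of this comparison, 572 were higher in ripe pulp and 516 lower. The sign was that of the study's list for 71.4% of them (95% Wilson interval 68.6% to 74.0%), or for 61.4% when scaled to bioB, bioC and bioD and 74.9% when scaled to cre. By over 1.25 fold, 65 were higher and 58 lower. The paper's list has 662 probe sets with a positive and 429 with a negative fold. It shares 240 probe sets with the list of 414. Of the 142 that were brighter than the bacterial controls, 75.4% had the study's sign. The tomato and grape arrays were not analysed here.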

**Figure 2:**
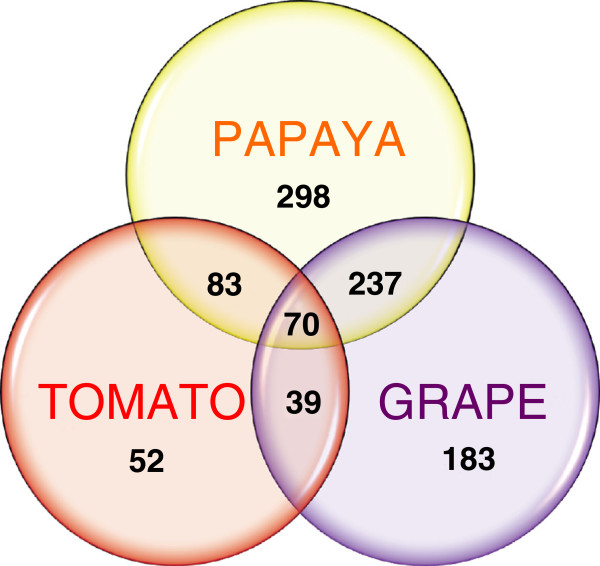
**Venn diagram representing the distribution of papaya**, **tomato and grape up**-**regulated genes obtained from microarray data. **Numbers within circles show the number of exclusive up-regulated genes and numbers within intersections show common up-regulated genes. A threshold value of 0.3 was used to construct the diagram based on log_2_ fold values. It was possible to group 962 genes from 1091 genes from papaya (> 1.25 fold), 1144 genes from tomato (> 2.00 fold) and 1150 genes from grape (> 2.00 fold). Tomato microarray data was downloaded from http://ted.bti.cornell.edu (Ozaki et al., 2010); grape microarray data was downloaded from http://biomedcentral.com (Pilati et al., 2007).

A schematic overview of ripening regulation and some of its cellular responses (Figure 3) showed a high proportion of up-regulated transcription factors (TFs) in papaya (61%) (Additional file 8). 

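In the deposited signals 16 of the 22 transcription factors of Table 2 were higher in ripe pulp and 6 lower, a share of 72.7% higher (95% Wilson interval 51.8% to 86.8%), which is 95.5% when scaled to bioB, bioC and bioD and 86.4% when scaled to cre. MYB73 (AT4G37260), at a log2 difference of 0.36, was the only one higher by over 1.25 fold. The translation initiation factor EIF-6 (AT3G55620) was the only one lower by that much, at -0.65 and with signals of 16.0 in unripe and 10.1 in ripe pulp. Of the 14 papaya factors of Additional file 8, 10 were higher. The study selected these factors on the same samples. Table 2 prints a positive papaya fold for all of its papaya factors but RAP2.1 (AT1G46768). The share of higher factors is therefore a partial loss of the listed direction. It is not comparable with the share of up-regulated factors that the paper states for Figure 3.

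**Figure D1:**
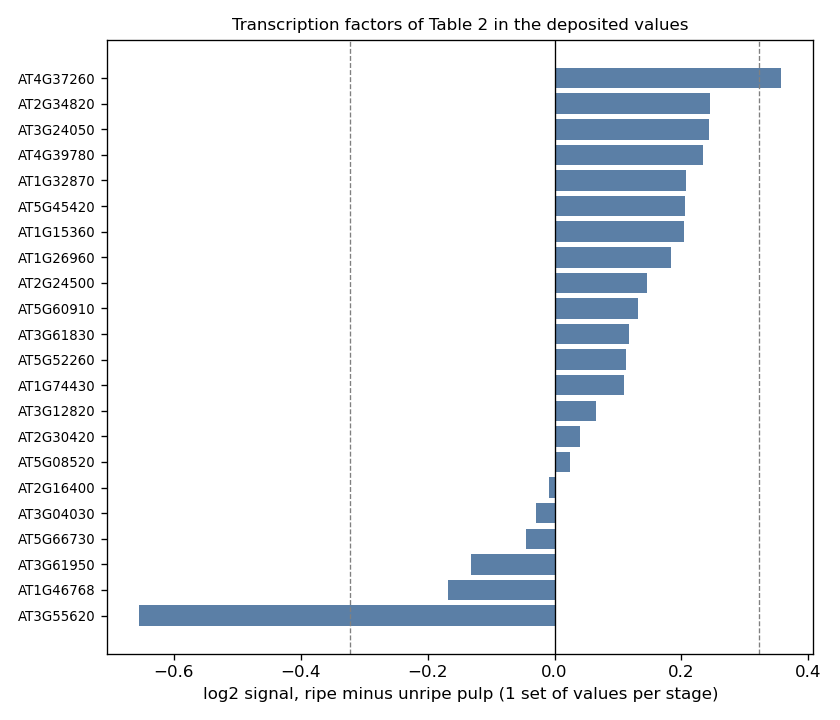
Each bar is the mean log2 signal of ripe minus that of unripe pulp for 1 transcription factor of Table 2 (horizontal axis, log2 units; Arabidopsis gene identifiers on the vertical axis), with 1 set of values per stage and no error bar. Dashed lines mark 1.25 fold either way, which MYB73 (AT4G37260) and AT3G55620 pass.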

When probe-sets from papaya experiments were analysed in terms of GO molecular function (Additional file 4), 103 probe-sets (25%) accounted for genes responsible for nucleotides and nucleic acids binding, translation initiation factors and ribosomes constituents. 

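Among the factors listed by the study in Table 2, the bHLH gene AT2G34820 (0.24), the GATA factor AT3G24050 (0.24), the homeobox gene ATHB23 (AT1G26960, 0.18) and a C2H2 zinc finger gene (AT2G24500, 0.15) had higher log2 signals in ripe than in unripe pulp. Another bHLH gene (AT3G61950) was lower, at -0.13. The homeodomain gene BLH7 (AT2G16400) had signals of 11.6 and 11.5 in unripe and ripe pulp, a log2 difference of -0.0082, and a further zinc finger gene (AT5G66730) was at -0.044. Of these, BLH7 alone was brighter than the bacterial control probe sets.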

Table 2 shows the main up-regulated TFs in the three species regarding the three different ripening experiments.

**Figure 3:**
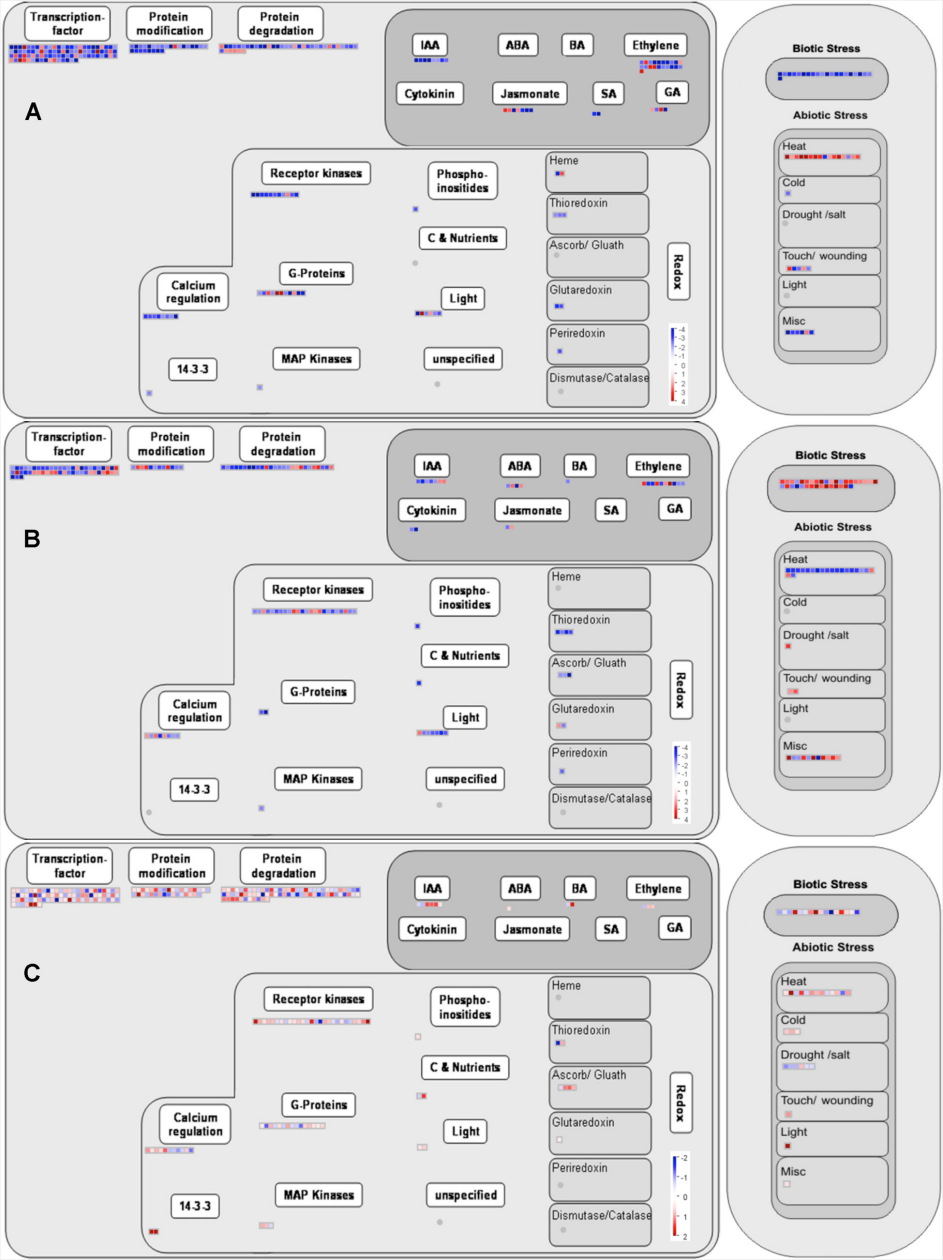
**Overview of ripening regulation and cellular responses to ripening from tomato**, **grape and papaya. **Transcripts from tomato (**A**), grape (**B**) and papaya (**C**) fruits were analysed using the MapMan software uploaded with microarrays results. Blue and red represent a decrease and an increase of expression respectively, relative to unripe fruits. It is visible 244 transcripts (from 1144) for tomato (> 2.00 fold), 171 transcripts (from 1150) for grape (> 2.00 fold) and 276 transcripts (from 1091) for papaya (> 1.25 fold). Tomato microarray data was downloaded from http://ted.bti.cornell.edu (Ozaki et al., 2010); grape microarray data was downloaded from http://biomedcentral.com (Pilati et al., 2007).

**Table 2:** **Differentially expressed transcription factors from papaya**, **tomato and grape**

**Gene description**	**TAIR annotation**	**Log**_**2**_**Fold**^†^			**Probe Set ID**
		**Papaya**	**Tomato**^††^	**Grape**^†††^	
*AP2* domain protein *RAP2*.*1* (***RAP2***.***1***)	AT1G46768	−0.73			245807_at
*AP2 domain*-*containing protein*	AT5G52020	-	4.15	-	lesaffx.63544.1.s1_at
*AP2 domain*-*containing transcription factor*	AT4G39780	0.54	-	-	252859_at
*AP2*/*ERF transcription factor*	AT2G47520	-	2.18	-	les.4102.1.s1_at
*AP2*/*ERF transcription factor 2* (***ERF2***)	AT1G15360	0.60	-	-	262595_at
*ATHB23* (*A*. *thaliana HOMEOBOX PROTEIN 23*)	AT1G26960	0.41	-	-	263690_at
*Auxin response factor*-*related protein 18* (***ARF18***)	AT3G61830	1.00	-	-	251289_at
*Basic helix*-*loop*-*helix* (*bHLH*) *family protein*	AT2G34820	0.55	-	-	267426_at
*Basic helix*-*loop*-*helix* (*bHLH*) *family protein*	AT3G61950	0.59	-	-	251299_at
*Basic helix*-*loop*-*helix* (*bHLH*) *family protein*	AT4G09180	-	2.20	-	lesaffx.19952.1.s1_at
*BLH7* (*BELL1*-*LIKE HOMEODOMAIN 7*)	AT2G16400	1.76	-	-	263557_at
*C2H2*-*type zinc finger protein* -*related*	AT2G24500	0.86	-	-	265662_at
*Embryo*-*abundant protein*-*related*	AT2G41380	-	-	3.26	1620276_at
*Eukaryotic translation initiation factor 6* (*EIF*-*6*)	AT3G55620	0.74	-	-	251776_at
*GATA transcription factor 1*	AT3G24050	0.36	-	-	256916_at
*KNAT3* (*KNOTTED1*-*LIKE HOMEOBOX GENE 3*)	AT5G25220	-	2.45	-	lesaffx.67017.1.s1_at
*MADS*-*box protein* - *Floral homeotic protein PISTILLATA* (*PI*)	NM*	-	-	3.02	1614123_at
*MADS*-*box protein* (*AGL20*)	AT2G45660	-	-	2.53	1612908_at
*MADS*-*box protein* (*AGL8*)	AT5G60910	0.46	-	-	247553_at
*MADS*-*box protein* (*AGL8*) - *TDR4 transcription factor*	AT5G60910	-	1.38	-	les.4461.1.S1_s_at
*MADS*-*box transcription factor* (*AGL2* - *MADS*-*RIN*)	AT5G15800	-	3.97	-	les.4450.1.s1_at
*MYB family transcription factor*	AT2G30420	1.69	-	-	267495_at
*MYB family transcription factor*	AT5G08520	0.83	-	-	250524_at
*MYB family transcription factor*	AT5G45420	0.80	-	-	248954_at
*MYB10* (*myb domain protein 10*)	AT3G12820	0.72	-	-	257689_at
*MYB111* (*myb domain protein 111*)	AT3G46130	-	2.58	-	les.4982.1.s1_at
*MYB19* (*myb domain protein 19*)	AT5G52260	0.39	-	-	248343_at
*MYB21* (*myb domain protein 21*)	AT3G27810	-	5.75	-	lesaffx.70738.1.a1_at
*MYB43* (*myb domain protein 43*)	AT5G16600	-	2.66	-	lesaffx.64717.1.a1_at
*MYB73* (*myb domain protein 73*)	AT4G37260	0.34	-	-	246253_at
*MYB75* (*myb domain protein 75*) - *PRODUCTION OF ANTHOCYANIN PIGMENT 1*	NM	-	-	3.74	1620959_s_at
*MYB95* (*myb domain protein 95*)	AT1G74430	0.46	-	-	260237_at
*MYR1* (*MYB*-*RELATED PROTEIN 1*)	AT3G04030	0.43	-	-	258807_at
*NAC domain protein* (*NAC13*)	AT1G32870	0.79	-	-	261192_at
*NAC domain protein* (*NAC4*)	NM	-	-	2.05	1610466_at
*NAC domain protein* (*NAC42*)	AT2G43000	-	1.30	-	lesAffx.66359.1.S1_at
*NAC domain protein* (*NAC47*)	AT3G04070	-	-	2.20	1607620_at
*Zinc finger* (*C2H2 type*) *family protein*	AT1G68130	-	-	2.07	1613842_at
*Zinc finger* (*C2H2 type*) *family protein*	AT5G66730	1.07	-	-	247054_at

^†^ Log_2_ of average signal value ripe divided by average signal value unripe;

^††^ Microarray data downloaded from http://ted.bti.cornell.edu (Ozaki et al., 2010);

^†††^ Microarray data downloaded from http://biomedcentral.com (Pilati et al., 2007);

* NM: no match with TAIR sequences.

The cellular response to ripening in these three fruits was also different, especially to biotic and abiotic stress and redox regulation (Figure 3). While tomato responses were the increase of genes related to abiotic stress and decrease of those related to biotic stress, grape responded in an opposite way (Table 3). Nonetheless, papaya responded to ripening in a similar way to tomato, with abiotic genes being expressed in the same time course than tomato ones.

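Of the 6 papaya genes listed by the study under abiotic stress in Table 3, 4 had higher deposited signals in ripe pulp, with a median log2 difference of 0.033. Of the 8 genes under biotic stress, 5 were higher, with a median of 0.013 and a range from -0.22 to 0.10. In the abiotic group the sign was opposite to that of Table 3 for AT2G22360, AT3G58020, AT5G59720 and AT3G22530. In the biotic group it was opposite for AT2G43580, AT5G44510, AT2G02120 and AT1G20030. The median of both groups is smaller than the shift that leaving out replicate 1 or 2 of 1 stage causes. The defensin-like gene AT5G43510 had the largest difference of the biotic group, at -0.22, and LCR70 (AT2G02120), which encodes a cysteine-rich peptide, was at -0.10. The study's list was selected on these samples, and the tomato and grape values were not analysed here.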

**Table 3:** **Differentially expressed probe**-**sets related to cellular response to ripening**

**Gene Description**	**TAIR annotation**	**Log**_**2**_**Fold**^†^			** Probe set ID**
		**Papaya**	**Tomato**^††^	**Grape**^†††^	
***Biotic stress***					
*Acidic endochitinase* (*CHIB1*)	AT5G24090		-2.98		les.435.1.s1_at
*Acidic endochitinase* (*CHIB1*)	AT5G24090			2.84	1612050_at
*ATEP3* (*Arabidopsis thaliana chitinase class IV*)	AT3G54420		-5.52		lesaffx.69659.1.s1_at
*ATLP*-*1* (*Arabidopsis thaumatin*-*like protein 1*)	AT1G18250		-2.57		lesaffx.66226.2.s1_at
*Chitinase*, *putative*	AT2G43580	-0.50			260561_at
*Defensin*-*like* (*DEFL*) *family protein*	AT5G43510	-1.08			249157_at
*Disease resistance family protein* / *LRR family protein*	AT3G23010	0.37			257764_at
*Disease resistance protein* (*CC*-*NBS*-*LRR class*)	AT1G12290	1.22			259534_at
*Disease resistance protein* (*TIR*-*NBS*-*LRR class*)	AT5G44510	0.47			249058_at
*Glyco*_*hydro*_*19 chitinase*	AT2G34690			2.76	1620505_at
*LCR70* (*Low*-*molecular*-*weight cysteine*-*rich 70*)	AT2G02120	0.86			266141_at
*Pathogenesis*-*related protein*	AT4G33720		-2.22		les.4693.1.s1_at
*Pathogenesis*-*related thaumatin family protei*	AT1G20030	-0.71			261248_at
*Polygalacturonase inhibiting protein 1* (*PGIP1*)	AT3G23170			2.07	1613339_at
*RHD2* (*ROOT HAIR DEFECTIVE 2*)	AT5G51060		-2.35		les.335.1.s1_at
*RHD2* (*ROOT HAIR DEFECTIVE 2*)	AT5G51060	1.80			248486_at
*Thaumatin*-*like protein*	AT1G77700			2.76	1607225_at
*Thaumatin*-*like protein*	AT1G75030			2.31	1616617_at
***Abiotic stress***					
*15*.*7 kDa class I*-*related small heat shock protein*-*like*	AT5G37670		2.03		lesaffx.70264.1.s1_at
*18*.*1 kDa class I heat shock protein* (*HSP18*.*1*)	AT3G23170			-2.46	1612385_at
*DNAJ heat shock family protein*	AT2G22360	-0.49			264002_at
*DNAJ heat shock N*-*terminal domain*-*containing protein*	AT1G56300		2.15		lesaffx.68054.1.s1_at
*DNAJ heat shock N*-*terminal domain*-*containing protein*	AT2G42750			-2.92	1609580_at
*DNAJ heat shock N*-*terminal domain*-*containing protein*	AT3G58020	-0.56			251618_at
*DNAJ heat shock N*-*terminal domain*-*containing protein*	AT1G76700	1.08			259876_at
*HSC70*-*1* (*heat shock cognate 70 kDa protein 1*)	AT1G74310			-2.70	1621357_s_at
*HSP101* (*heat shock protein 101*)	AT1G74310			-2.70	1615503_at
*HSP18*.*2* (*HEAT SHOCK PROTEIN 18*.*2*)	AT5G59720	0.66			247691_at
*HSP20*-*like chaperone*	AT3G22530	1.68			256934_at
*HSP70* (*heat shock 70 kDa protein*)	AT2G32120	0.75			265675_at
*HSP70* (*heat shock protein 70*)	AT3G12580		2.00		lesaffx.10807.1.s1_at
*HSP81*-*1* (*heat shock protein 81*-*1*)	AT5G52640		2.90		les.3134.1.s1_at
***Redox*** (***ascorbate and glutathione***)					
*Glutathione peroxidase*	NM*			-4.84	1614945_a_at
*L*-*ascorbate peroxidase*	AT4G09010			-2.12	1618209_at
*L*-*galactose dehydrogenase* (*L*-*GalDH*)	AT4G33670	0.66			253307_at
*Monodehydroascorbate reductase*	AT3G09940	0.87			258941_at

^†^ Log_2_ of average signal value ripe divided by average signal value unripe.

^††^ Microarray data downloaded from http://ted.bti.cornell.edu (Ozaki et al., 2010).

^†††^ Microarray data downloaded from http://biomedcentral.com (Pilati et al., 2007).

* NM: no match with TAIR sequences.

### Validation of gene expression and comparative biology between papaya and fleshy fruit organs

In order to validate the XSpecies experiment, the expression of 21 probe-sets that were satisfactory aligned to *Arabidopsis* genes were analysed by qPCR throughout papaya ripening. Papaya genes were named according to the *Arabidopsis* functions and grouped together, as shown in Figure 4. Quantitative analysis revealed *A*-*GAL*, *EXP*, *FRUCT*, *LIP3*, *ACX*, *ARP*, *ENOL*, *HSP70* and *ERF2* were induced during ripening, while *ARF18*, *CELL*, *MEV*, *LIP*, *PME1*, *PME2*, *PL*, *RAP2*, *XET*, *ERD3*, *ERD4* and *AXR* were decreased during ripening. Contrasting results between qPCR and XSpecies experiments were observed for three genes (*ARF18*, *EXP* and *PME1*).

**Figure 4:**
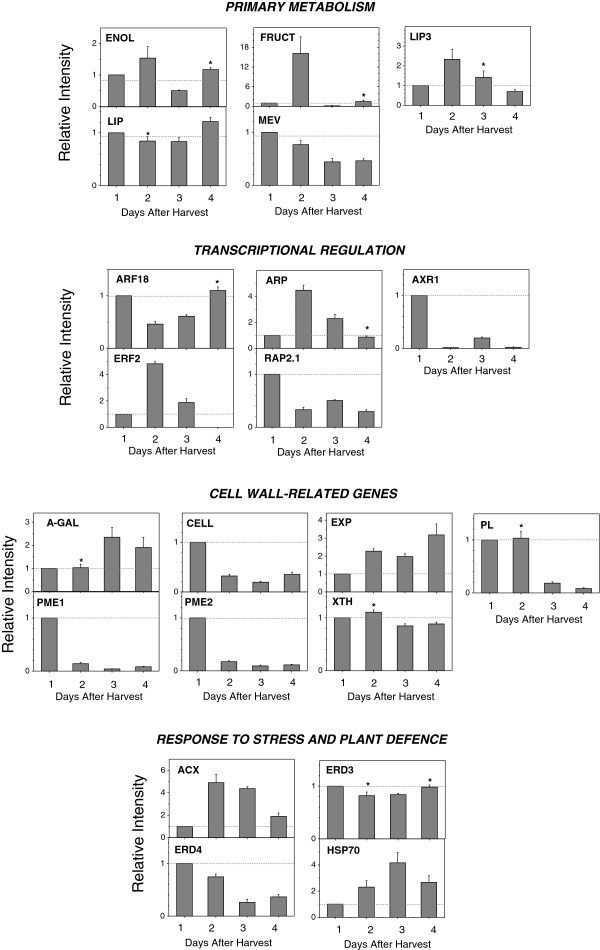
**QPCR validation of papaya ripening**-**related gene expression. **Real-time PCR was used to analyse the expression patterns of putative genes during papaya ripening with days after harvest. Column height indicates relative mRNA abundance; expression values in unripe fruit at the first day after harvest were set to 1. All data were normalised to the actin and 18S expression levels. Error bars on each column indicate SDs from four technical replicates. Asterisks represent samples that were not significantly different compared to the first day after harvest using one-way ANOVA and the Tukey test (α<0.05, *n*=4). Different boxes represent each issue pointed in the **Discussion** (*Primary metabolism*, *Transcriptional regulation*, *Cell wall*-*related genes*, *Response to stress and plant defence*).

Comparative analysis of the translated amino acids sequences for all genes analysed from qPCR experiments indicated some papaya putative proteins were more similar to those from species with fleshy fruits than to the *Arabidopsis* ones (Figure 5). In general, proteins from primary and secondary metabolism (*FRUCT*, *LIP*, *MEV*) and transcription factors (*ERF2*, *ARF18*, *AXR1*, *ARP*) appeared to be phylogenetically closer to those from species with fleshy fruits, whereas abiotic stress (*ERD3*, *ERD4*) and cell wall metabolism (*AGAL*, *PL*, *PME1*, *PME2*, *CELL*, *XTH*) proteins are more closely related to those from *Arabidopsis*. Contrasting results were observed for proteins with high degree of conservation, such as *ENOL*, *RAP2*, *HSP*, *ACX* and *PL*, where homology was determined primarily by non-conserved regions and less by conserved domains. Because cell wall related genes shared greater homology with *Arabidopsis*, a comparison of gene expression in ripe papayas was conducted using a published *Arabidopsis* microarray study of gene expression in 5 or 11-day-old hypocotyls (ratio 11-day/5-day) [14]. These data (Table 4) also indicate that this set of genes had comparable gene expression levels and might act on cell wall polymers in a similar way.

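In the deposited papaya signals 10 of the 12 cell wall genes of Table 4 were lower in ripe than in unripe pulp, and all 10 would be higher when scaled to bioB, bioC and bioD, though only AT1G09910 when scaled to cre. The cellulose synthase-like genes AT5G03760 and AT4G07960 had log2 differences of -0.21 and -0.12, and UDP-glucuronate 4-epimerase (GAE6, AT3G23820) one of -0.21. Arabinogalactan protein 22 (AT5G53250) was higher, at 0.14, and the COBRA-like gene COBL4 (AT5G15630) was at 0.026. The sign was that of the paper's Arabidopsis hypocotyl value for 10 genes. Only 2 of the 12 genes were higher in papaya and 2 in Arabidopsis. Most signs would therefore match however the genes were paired, and this count is no measure of agreement. Across the 12 genes, which are not independent replicates, the deposited differences and those hypocotyl values correlated with Pearson's r = 0.514 (permutation test, two-sided, p = 0.0871) and Spearman's rho = 0.266 (permutation test, two-sided, p = 0.404); this was the single relation computed of its kind. Without AT5G53250, the gene farthest from the median in papaya, r was 0.0951, so that the relation rests on that gene. The paper states that expression of these genes was comparable in both species and proposes a similar action on cell wall polymers.

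**Figure D2:**
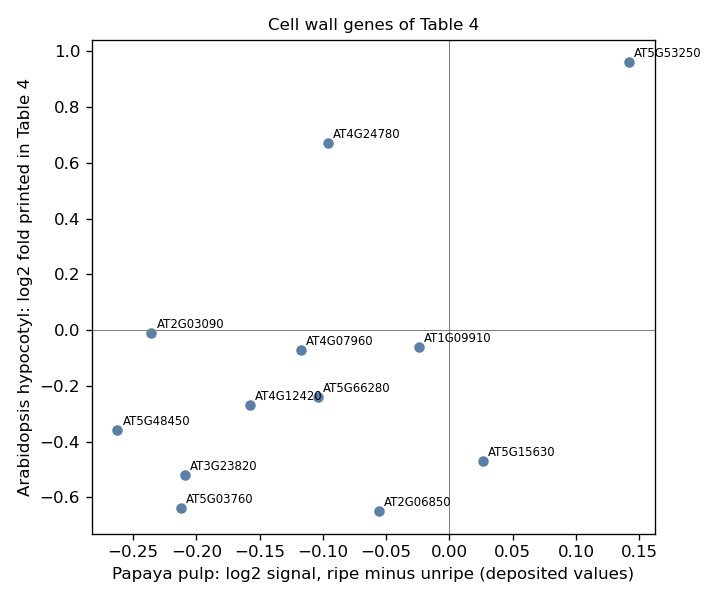
Each point is 1 cell wall gene of Table 4, with the mean log2 signal of ripe minus that of unripe papaya pulp in the deposited values on the horizontal axis and the log2 fold that Table 4 prints for Arabidopsis hypocotyls on the vertical axis. Of the 12 points, 10 lie on the same side of 0 on both axes, and AT5G53250 lies apart at 0.14 in papaya. Most genes are below 0 on each axis, so that most would share a side under any pairing.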

**Figure 5:**
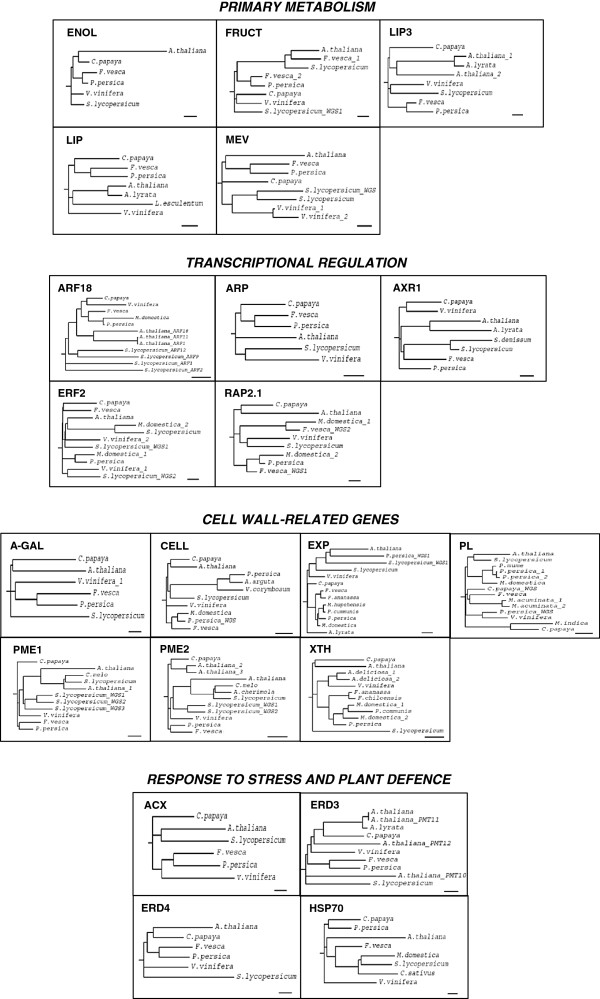
**Unrooted phylograms encompassing putative proteins from papaya, *A. thaliana *and several fleshy fruit organs. **Phylogenetic trees were calculated using Neighbor Joining method based on the ClustalW alignment of deduced amino acids sequences. Branch length values are based on the scale bar meaning 0.1 residue substitutions per site. Different boxes represent each issue pointed in the **Discussion** (*Primary metabolism*, *Transcriptional regulation*, *Cell wall*-*related genes*, *Response to stress and plant defence*).

**Table 4:** **Cell wall**-**related genes from ripe papaya and *A***. ***thaliana *hypocotyl**

**Gene Description**	**TAIR annotation**	**Log**_**2**_**Fold**^†^		**Probe set ID**
		**Papaya**	***A***. ***thaliana***^††^	
*Pectate lyase* (*PL*)	AT1G09910	−1.01	−0.06	264658_at
*Expansin A15* (*EXPA15*)	AT2G03090	−0.42	−0.01	266770_at
*Xyloglucan endotransglycosylase* (*ext*/*EXGT*-*A1*) (*XTH*)	AT2G06850	−0.86	−0.65	266215_at
*UDP*-*glucuronate 4*-*epimerase* (*GAE6*)	AT3G23820	−1.55	−0.52	256865_at
*Cellulose synthase*-*like 12* (*CSL12*)	AT4G07960	0.34	−0.07	255175_at
*Pectinesterase* (*pectin methyl esterase*) (*PME2*)	AT4G12420	−0.42	−0.27	254815_at
*Pectate lyase family 1* (*PL*)	AT4G24780	−1.23	0.67	254119_at
*Cellulose synthase*-*like 9* (*CSL9*)	AT5G03760	−0.6	−0.64	250892_at
*COBRA*-*like gene 4* (*COBL4*)	AT5G15630	0.66	−0.47	246512_at
*Pectinesterase* (*pectin methylesterase*) (*PME1*)	AT5G48450	0.5 (−3.42)^*^	−0.36	248704_at
*Arabinogalactan protein 22* (*AGP22*)	AT5G53250	1.13	0.96	248252_at
*GDP*-*mannose 4*,*6*-*dehydratase 1* (*GMD1*)	AT5G66280	−0.42	−0.24	247094_at

^†^ Log_2_ of average signal value ripe vs. unripe for papaya and log_2_ of average signal value 11-day-old hypocotyls vs. 5 days for *A*. *thaliana*.

^††^ Microarray data downloaded from http://www.biomedcentral.com/content/supplementary/1471-2164-10-505-s1.pdf (Jamet et al. 2009).

^†††^ Number represented by qPCR analysis.

## Discussion

In this study we investigated the transcriptome of ripening papaya [7,8] using fruits at two contrasting physiological stages and the Affymetrix ATH1-121501 GeneChip for *Arabidopsis* in an XSpecies microarray [11]. The number of differentially expressed probe-sets was consistent with the results obtained with other species [11,12] but was fewer than those from regular microarray experiments, especially with regarding comparative analyses between unripe and ripe fruits [15,16]. Although XSpecies results have less power than a regular microarray experiment and technologies such as RNAseq performed by Next Generation Sequencing (NGS), the technique was able to identify important genes related to metabolic processes involved in papaya ripening. Surprisingly, despite papaya and *Arabidopsis* being members of the order Brassicales, only cell wall-related genes shared a greater homology among the genes studied. This may reflect shared metabolic pathways which differ from other fleshy fruit. Fleshy fruits showed greater homology between transcription factors which might indicate shared transcriptional regulatory networks.

### Deduced roles of ripening-related genes in papaya

#### Primary metabolism

The high energy demand at climacteric ripening was evidenced by the up-regulation of genes related to Krebs and TCA cycles (AT5G08300, AT2G29990, AT3G24200 and AT5G51060), cytochromes (AT2G05180, AT5G06900, AT1G01280), and hexose metabolism (AT2G36530 and AT1G50390). Similarly, genes involved in lipid metabolism, were also affected. These included cell membrane lipases (AT3G62590, AT1G53920 and AT1G28590), and up-regulation of genes responsible for the synthesis of unsaturated fatty acids (AT4G30950 and AT3G15850). 

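The succinyl-CoA ligase alpha subunit (AT5G08300) was higher in ripe pulp, with signals of 5.11 in unripe and 6.81 in ripe pulp and a log2 difference of 0.42. The monooxygenase AT3G24200 was also higher, at 0.32, and the NADH dehydrogenase AT2G29990 was lower, at -0.15. NADPH oxidase (AT5G51060) was at 0.037. Of the cytochrome P450 genes, AT1G01280 was higher, at 0.25, and AT2G05180 and AT5G06900 were at 0.056 and 0.018. The fructokinase-related gene AT1G50390 was at 0.24, from signals below the median probe set in both stages, and enolase (AT2G36530) was at 0.071. Glutamate synthase (AT5G53460), listed with them in Table 1, was lower, at -0.27. None of these probe sets was brighter than the bacterial control probe sets in either stage.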

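Both desaturase genes had higher signals in ripe pulp. The one similar to delta 9 acyl-lipid desaturase (AT3G15850) had signals of 7.88 in unripe and 10.6 in ripe pulp, a log2 difference of 0.43, and the omega-6 fatty acid desaturase (AT4G30950) differed by 0.16. The lipases AT3G62590 (LIP3), AT1G53920 and AT1G30370 were higher, at 0.20, 0.14 and 0.25, while LIP (AT1G28590) was lower, at -0.12. Acyl-CoA oxidase (AT5G65110), an enzyme of beta-oxidation, was at 0.23. Of the wider list of fatty acid synthesis and desaturation, the acyl-ACP thioesterases FATA and FATB were measured, at -0.083 and 0.035. AT3G15850 was the only gene of Table 1's lipid group brighter than the bacterial controls, in ripe pulp alone.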

Down-regulation of the *MEV* gene (AT2G38700) suggests the main precursors for volatiles production and carotenoid biosynthesis could be produced by the MEP pathway inside the plastids during papaya ripening [17]. 

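Mevalonate diphosphate decarboxylase (AT2G38700), which makes isopentenyl diphosphate in the cytosolic mevalonate pathway, had signals of 8.21 in unripe and 7.01 in ripe pulp, a log2 difference of -0.23. A second gene of the same enzyme (AT3G54250) was lower as well, at -0.16, and phosphomevalonate kinase (AT1G31910) was at 0.071. Of the list of MEP pathway and carotenoid genes only the carotenoid isomerase Z-ISO was matched to a probe set. Its signal was 15.6 in unripe and 13.4 in ripe pulp, a difference of -0.22. No other gene of the plastid pathway could be set beside the mevalonate genes.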

Fabi et al. [8] identified another transcript related to *MEV* gene, suggesting mevalonate accumulation prior ripening.

#### Transcriptional regulation

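Of the 36 probe sets that the study assigned to transcription, 22 had higher deposited signals in ripe pulp and 14 lower. In its DNA and RNA group 7 of 8 were higher, with a median log2 difference of 0.26, where the study lists all 8 as higher. The study chose these probe sets on the same samples, so that the counts are not independent evidence of direction. Its 9 translation probe sets had a median of -0.060. Of Table 1's transcription and translation genes, the initiation factor IF-2 (AT4G11160) was higher, at 0.30, the bZIP factor AT5G06950 was lower, at -0.29, and another bZIP gene (AT1G58110) was at 0.15. Of the list of cytosolic ribosomal protein genes 6 were measured, from RPS8A at -0.20 and RPL12A at -0.17 to RPL28A at 0.20. Their median of 0.025 stood at percentile 64.0 of random lists of the same size and brightness.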

When the probe-sets were analysed in terms of GO molecular function (Additional file 4), a high number of genes responsible for nucleotide and nucleic acid binding, translation initiation and ribosomes constituents were observed, indicating control of ripening at both the level of transcription and translation. 

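The MYB gene AT5G45420 had a higher signal in ripe than in unripe pulp, by 0.21 on the log2 scale. MYB19 (AT5G52260), MYB95 (AT1G74430) and MYB10 (AT3G12820) were at 0.11, 0.11 and 0.065. AT2G30420 was at 0.040, AT5G08520 at 0.025 and the MYB-related gene MYR1 (AT3G04030) at -0.030. Another MYB family gene of Table 1 (AT2G06020) was lower, at -0.20. The signals of these genes, members of a family of DNA-binding regulators, lay between 2.48 and 5.68 in ripe pulp, in the range of the bacterial control probe sets.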

Five members of the *MYB* family, which is important for ripening since *MYB* genes are known to regulate secondary metabolism and colour accumulation [18], were differentially expressed during ripening. Since colour of papaya pulp is correlated with accumulation of carotenoids [3], papaya *MYB* TFs might show distinct role in other metabolism during ripening.

Three closely-related *ERF*/*AP2* genes had diverse expression throughout papaya ripening, with an *AP2* gene (AT4G39780) and an *ERF* gene (AT1G15360) being up-regulated (Table 2). 

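The AP2 domain gene AT4G39780 had a log2 difference of 0.23 between ripe and unripe pulp, and ERF2 (AT1G15360) one of 0.20, with signals of 5.74 and 6.62. The AP2 gene RAP2.1 (AT1G46768) was lower in ripe pulp, at -0.17. Of the wider AP2/ERF list, SCHLAFMUTZE (SMZ, AT3G54990) was the other measured member, at 0.22. All were dimmer than the brightest bacterial control probe set.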

While some genes from *AP2*/*ERF* family are related to improving *Arabidopsis* resistance to abiotic stress [19], others have been shown to be responsible for controlling tomato ripening [20,21]. Specific *APETALA2* genes (so called *SlAP2a* to *SlAP2e* genes) are expressed throughout normal tomato ripening and *SlAP2a* gene may balance the activities of positive ripening regulators as a negative feedback loop. Moreover, a previous study showed an *APETALA2* gene subclade IIIc (*COLD BIND FACTOR II* gene) is involved in regulation of apple pulp softening during cold storage and/or ethylene treatment [22]. In fact, papaya *ERF2* and *RAP2* putative proteins share higher similarity to diverse *APETALA2* proteins from apples and tomato (Figure 6) rather than the *SlAP2a* protein from tomato.

**Figure 6:**
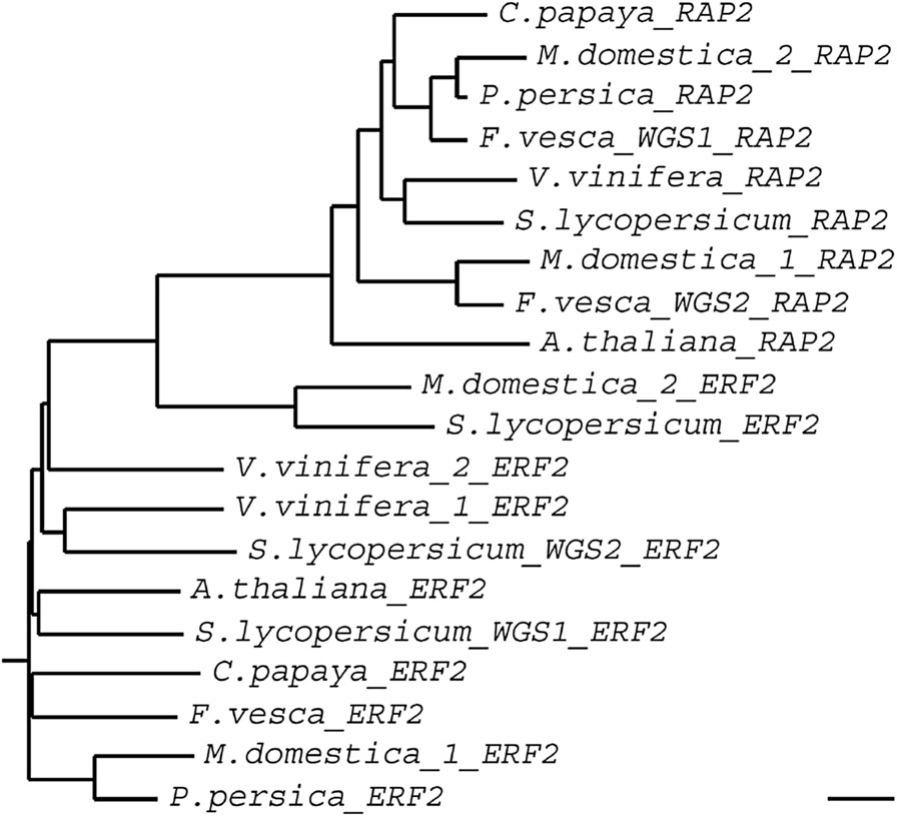
**Unrooted phylogram encompassing putative RAP2 and ERF2 proteins from papaya, *A. thaliana *and various other fleshy fruits. **The phylogenetic tree was calculated using Neighbor Joining method based on the ClustalW alignment of deduced amino acids sequences. Branch length values are based on the scale bar meaning 0.1 residue substitutions per site. TFs protein sequences from *RAP2* are: *C*. *papaya* (ABIM01006309), *A*. *thaliana* (ABD57516), *M*. *domestica*_*1* (ADE41138), *M*. *domestica*_*2* (ADE41135), *V*. *vinifera* (XP_002284933), *S*. *lycopersicum* (AEKE02013217), *F*. *vesca* (WGS_1: AEMH01010803; WGS_2: AEMH01014087), *P*. *persica* (AEKV01002084). TFs protein sequences from *ERF2* are: *C*. *papaya* (ABIM01003643), *A*. *thaliana* (BAC42579), *M*. *domestica*_*1* (ADE41128), *M*. *domestica*_*2* (ADE41114), *V*. *vinifera* ([1]: CBI28202; [2]: CBI36313), *S*. *lycopersicum* (AAL75809; WGS_1: AEKE02002405; WGS_2: AEKE02023116), *F*. *vesca* (AEMH01012502), *P*. *persica* (AEKW01000994).

Three genes members of auxin signalling pathway (*ARF18*, *AXR1* and *ARP*), a hormone that impairs ripening [6], were identified in our experiments. Whereas *ARP* was the only up regulated gene during ripening, *ARF18* was phylogenetically close to *SlARF* family, the auxin response factors from *S*. *lycopersicum* (Figure 5). These data suggest that ripening in papaya involves auxin signalling, in common with other fruits [23,24].

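The auxin-regulated protein gene ARP (AT1G67700) had a lower signal in ripe pulp in the deposited table, 4.66 against 5.73 in unripe pulp, a log2 difference of -0.30. ARF18 (AT3G61830), an auxin response factor, was higher, at 0.12. AXR1 (AT1G05180), which acts in auxin signalling, was at 0.10. Of the wider list of auxin signalling genes, the repressor gene IAA18 was measured, at 0.18.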

Many different TFs are involved in control of ripening in fleshy fruits. In tomato, master regulators include *MADS*-box (*SEP4like*, *RIN*, *TDR4*, *TAG1*, *TAGL1*), *SBP*-box (*CNR*), *HBbox* (*LeHB1*) and *NAC* genes [25]. Strawberry ripening involves a *SEP1*/*2like* gene (*FaMADS9*) [26], and for banana a *SEP3like* gene (*MaMADS2*) [27]. In bilberry, accumulation of anthocyanins is controlled by an *SQUAMOSAclass MADS*-box TF *VmTDR4*, orthologous to the *TDR4* gene in tomato [28]. 

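Among genes of the families that hold these regulators, AGL8 (AT5G60910), a MADS-box gene, had a log2 difference of 0.13 between ripe and unripe pulp. The NAC gene NAC13 (AT1G32870) was higher, at 0.21. Of the fixed list of MADS-box factors, AGL24 was higher by 0.38 and AGL18 was lower, at -0.38 (0.22 when scaled to bioB, bioC and bioD), each past 1.25 fold. The third measured member, AT3G05860, was at 0.038. No member of the fixed NAC list could be matched to a probe set. Signals of all of these genes were below the brightest bacterial control.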

Papaya shows range of TFs which are homologous to these master regulators and show ripening-related changes in gene expression (Table 2). Despite each species seeming to have specific sets of ripening-related transcription factors, their exact functions in papaya fruits remain to be elucidated.

#### Cell wall-related genes

Papaya pulp softening shows a remarkable change during ripening, and this is thought to be due to the activities of cell wall hydrolases [29]. 

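The alpha-galactosidase, pectate lyase, pectin methylesterase, cellulase, xyloglucan endotransglycosylase and expansin genes that the study lists in Table 1 all had lower deposited signals in ripe pulp, a direction that scaling to bioB, bioC and bioD turns for all and scaling to cre for expansin alone. Alpha-galactosidase (AT3G26380), which releases galactose from cell wall polysaccharides, was the only one of them past 1.25 fold, with signals of 4.29 in unripe and 3.41 in ripe pulp and a log2 difference of -0.33 (0.27 after the bioB, bioC and bioD scaling). The expansin gene AT2G39700 (EXPA4) was at -0.038. Of the fixed list of expansins, which loosen the wall, 9 genes were measured, 5 with higher and 4 with lower values. EXLA2 was higher by 0.44 and EXLA1 by 0.24, and EXPA15 and EXPA16 were lower, at -0.24 and -0.16. The median of the expansins was 0.071, at percentile 83.7 of random lists of the same size and brightness. GDP-mannose 4,6-dehydratase (GMD1, AT5G66280) was at -0.10.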

Seven putative cell wall-related genes were differentially expressed: four related to pectin hydrolysis (α-galactosidase - AT3G26380; pectate lyase - AT4G24780; pectin methylesterases - AT5G48450 and AT4G12420), two related to cellulose hydrolysis and rearrangement (cellulase - AT4G28320; xyloglucan endotransglycosylase - AT2G06850) and one related to cell expansion (expansin - AT2G39700). Mostly genes related to PGs and expansin were up-regulated while those related to PMEs, PLs and glucosidases were down-regulated.

The up-regulation of an α-galactosidase gene (*AGAL*) observed in our experiments is consistent with previous data reported by Soh et al. [30] and Nogueira et al. [31] on ripening of papaya fruit. On the other hand, changes in pectate lyases (*PL*) were detected, but the reduced levels contrast with the expected role of the enzyme during ripening. 

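Pectate lyases cleave de-esterified pectin. The gene listed by the study, AT4G24780, had signals of 7.01 in unripe and 6.56 in ripe pulp, a log2 difference of -0.10, and AT1G09910 of Table 4 was at -0.024. Of the other pectate lyase genes, AT3G07010 was lower, at -0.35 (0.25 when scaled to bioB, bioC and bioD), AT5G63180 at -0.26 and AT4G13210 at -0.17. AT3G53190 was higher by 0.38, with signals of 8.82 and 11.5, and AT1G04680 by 0.27. The polygalacturonase gene ADPG1 was at -0.27, below the median signal. Over the 17 measured probe sets of the pectin degradation list, 7 were higher and 10 lower, with a median of -0.024 at percentile 29.5 of random lists.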

In other fruits, such as bananas [32] and mangoes [33]*PL* is thought to contribute to the pectin disassembly that leads to the pulp softening of ripe fruits. Pectin methylesterases were also apparently down-regulated during ripening. 

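Both genes annotated as pectin methylesterase, enzymes that remove methyl groups from pectin, had lower deposited signals in ripe pulp. PME1 (AT5G48450) had signals of 5.85 in unripe and 4.88 in ripe pulp, a log2 difference of -0.26, and PME2 (AT4G12420) signals of 5.54 and 4.97, a difference of -0.16. Neither difference reached 1.25 fold, and both change sign when scaled to bioB, bioC and bioD, not when scaled to cre.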

Solubilisation of pectin in ripe papayas may be governed principally by the action of polygalacturonases on previously de-esterified pectin chains [29,34] in addition to the action of α-galactosidases. Cellulose and hemicellulose processing in the papaya pulp could not be inferred from our results, since the genes related to hydrolysis and rearrangements of cellulose (cellulase and xyloglucan endotransglycosylase, respectively) were down-regulated during papaya ripening, in contrast to the up-regulation in ripe tomato and strawberry [35,36]; respectively). 

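The cellulase gene AT4G28320, a mannan endohydrolase of glycosyl hydrolase family 5, had signals of 3.74 in unripe and 3.39 in ripe pulp, a log2 difference of -0.14. The xyloglucan endotransglycosylase gene AT2G06850, whose enzyme cuts and rejoins xyloglucan, was at -0.056. Of the fixed list of xyloglucan and cellulose remodelling, XTH33 was higher by 0.19, XTH32 was lower, at -0.13, and XTH16 was at 0.030. Their median of 0.030 stood at percentile 59.2 of random lists. All of these signals lay in the range of the bacterial controls.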

Gaete-Eastman et al. [37] observed expansin gene expression was up-regulated during ripening in mountain papaya and it was inversely correlated to pulp texture. This pattern of expression is in agreement with the expansin gene from ‘Golden’ papaya (Figure 7). Papaya EXP is related to the gene products encoded by *FaEXP4*, *PcEXP5* and *PpEXP2* from strawberry, pear and peach, respectively [38-40]; Figure 6). All of these genes are up-regulated during fruit ripening, suggesting conservation of gene action in the softening of a range of fleshy fruits species. However in some instances cell wall changes in papaya resembled events in non-fruit tissues. An *Arabidopsis* microarray study [14] investigating gene expression during 5 or 11-day-old hypocotyls (ratio 11-day/5-day) showed a transcription profile, at least for some of the cell wall-related genes, that was highly similar to that found in ripening papaya (Table 4). This reveals interesting characteristics of cell wall remodelling which may have evolved from the same ancestral Brassicales.

**Figure 7:**
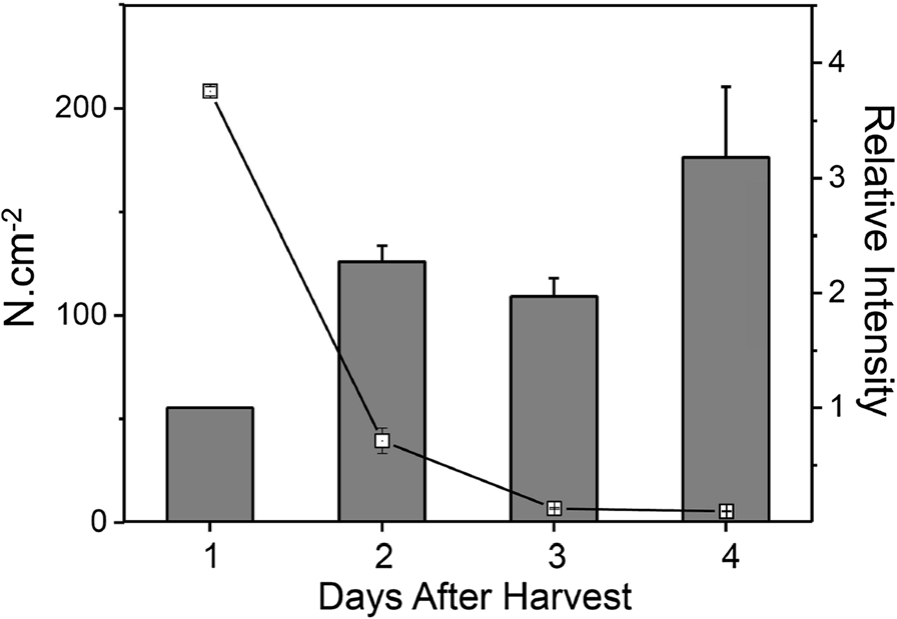
**Correlation between pulp softening and expansin gene expression **(***EXP - *AT2G39700**) **during papaya ripening. **Pulp firmness (Open squares) was monitored through the ripening process by a texturometer (Fabi et al., 2007) and measures are given by N.cm^-2^. The mRNA abundance of expansin gene is indicated by column height. Expression values in unripe fruit at the first day after harvest were set to 1. Error bars indicate SDs of the mean (*n*=12 for papaya texture analysis and *n*=4 for qPCR analysis).

#### Response to stress and plant defence

No representative differences in expression of probe-sets related to ‘response to stress’ (six probe-sets up-regulated and six probe-sets down-regulated) were observed, and only two out of six ‘plant defence response’ probe-sets were up-regulated. However, genes from other GO classes may be considered based on their putative functions. 

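In the deposited signals 7 of the study's 12 probe sets for response to stress were higher in ripe pulp and 5 lower, and of its 6 probe sets for defence response 3 were higher. The early light-induced protein gene AT3G22840 was higher, at 0.16, and the ER6-like gene AT3G17020 at 0.13. A peroxidase (AT3G03670) was lower, at -0.21, as were the disease resistance protein AT1G72950 (-0.13) and a jacalin lectin gene (AT3G16450, -0.081). Of the stress group 1 probe set in each direction was past 1.25 fold, and of the defence group none.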

Acyl-CoA oxidases (*ACXs*) are members of ‘lipid metabolism’ GO, and have a key role in the jasmonic acid (JA) biosynthesis, an important compound in protection against pathogens and insects [41]. The up-regulated papaya *ACX* gene could contribute to the defence system during ripening, since it showed a 5-fold increase in transcript abundance. Papaya ACX protein shared high similarity with that from tomato, where a peroxisomal ACX protein is critical for the β-oxidation through JA biosynthesis and systemic wound signalling, indicating this gene might also be responsible for JA biosynthesis in papaya [42]. 

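ERD3 (AT2G39750) had signals of 19.0 in unripe and 18.0 in ripe pulp, among the brighter genes of Table 1, and a log2 difference of -0.076. ERD4 (AT4G04340) had signals of 8.20 and 8.68, a difference of 0.081. Both differences were smaller than 1.25 fold and lay within the range of the bacterial control probe sets.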

Two putative papaya *ERD3* and *ERD4* genes (AT2G39750 and AT4G04340, respectively) were down-regulated. These proteins are methyltransferases that respond positively to abiotic stresses such as cold treatment and prolonged mild osmotic stress [43].

Analysis of the papaya transcriptome reveals that like tomato there is overexpression of heat-shock protein (*HSPs*) genes. 

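Of the 7 measured genes of the fixed list of heat shock proteins and chaperones, 6 had higher signals in ripe pulp. A DnaJ gene (AT1G76700) was higher by 0.33 on the log2 scale and HSP17.6B by 0.27. Of Table 1's genes outside the list, HSP70b (AT1G16030) was higher by 0.31. Another DnaJ gene of Table 1 (AT5G22060) was lower, at -0.34, and at 0.27 when scaled to bioB, bioC and bioD. HSC70-3, a chaperone expressed without stress, had signals of 10.4 and 10.9, and HSP70 (AT2G32120) ones of 8.72 and 8.95, differences of 0.064 and 0.037. HSP18.2 (AT5G59720) was lower, at -0.13, and the HSP20-like gene AT3G22530 and DnaJ genes AT3G58020 and AT2G22360 were at -0.066, 0.084 and 0.028. The median of the fixed list was 0.052, at percentile 83.6 of random lists of the same size and brightness.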

Heat-shock proteins can work as chaperones in protein folding; under stress conditions they can re-establish normal protein conformation [44] and degrade damaged or misfolded peptides [45]. Genes normally associated with response to abiotic stress are often seen expressed in ripening fruits [8,46].

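The fixed list of chitinases, thaumatins and pathogenesis-related proteins, which act against fungi, had 21 measured genes in papaya pulp, 14 with higher and 7 with lower values in ripe fruit. The chitinase gene AT3G47540 was the only one past 1.25 fold, from 4.24 to 5.57, a log2 difference of 0.39. The thaumatin-like genes AT1G77700 and AT2G17860 were higher by 0.28 and 0.23, and AT5G24620 and osmotin 34 (OSM34) were lower, at -0.26 and -0.29. Of the genes in Table 3, the chitinase AT2G43580 was at 0.10 and the thaumatin AT1G20030 at 0.013. The median of the list was 0.039, at percentile 81.7 of random lists.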

Chitinases and thaumatins were over-expressed in grapes, conferring plant protection against saprophytic organisms [47], but down-regulated in tomato instead [15], none of these genes were differentially expressed in papaya. Only some genes related to protein inhibition and those of so-called leucine repeat proteins (LRRs), which are very important in defence against pathogenic fungi [48] were induced. 

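A trypsin inhibitor-related gene (AT2G43510) had signals of 7.70 in unripe and 8.13 in ripe pulp, a log2 difference of 0.077. The leucine-rich repeat resistance genes AT1G12290, AT3G23010 and AT5G44510 were at 0.028, 0.013 and -0.015. The differences of the repeat genes are smaller than the shift that leaving out replicate 1 or 2 of 1 stage causes, and none of the genes reached 1.25 fold.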

Regarding redox regulation, ascorbic acid (Vitamin C) accumulates in these three fruits [49-51], but only papaya cross-species microarray revealed genes related to ascorbic acid biosynthesis: the up regulated monodehydroascorbate reductase and an L-galactose dehydrogenase genes.

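L-galactose dehydrogenase (AT4G33670), an enzyme of ascorbate synthesis, had a higher signal in ripe pulp, 14.2 against 10.5 in unripe pulp and a log2 difference of 0.44. Monodehydroascorbate reductase (AT3G09940), which recycles ascorbate, was at 0.076. Of the fixed list of ascorbate synthesis and recycling 7 genes were measured and 5 were higher. GDP-mannose epimerase (GME) was higher by 0.56, from 13.0 to 19.0, and VTC4 by 0.19, while phosphomannomutase (PMM) was lower, at -0.20. The median of the list was 0.18, at percentile 97.1 of random lists of the same size and brightness. This was the highest of the 11 lists with a percentile, and lay within the central 95%. L-galactose dehydrogenase and GME were brighter than the bacterial control probe sets in both stages. So were GLDH, at -0.081, and SAPX, at 0.034.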

## Conclusions

The heterologous hybridization microarray was successfully applied in the study of transcripts changes associated to papaya fruit, a commercially relevant crop from a non-model organism. The ripening of papaya represents a time-course of cellular metabolism changes, characterized by differential expression of numerous genes involved in primary metabolism, hormonal signalling, transcriptional regulation, abiotic stress and cell wall metabolism. Among the genes identified are transcription factors (TFs) of the *MADS*-box, *NAC* and *AP2*/*ERF* gene families, which are master regulators in other fruits indicating conservation of function for ripening control genes across different taxa. Moreover, data revealed cell wall-related gene expression was more similar to *Arabidopsis* hypocotyl development profiles than those from other fleshy fruit perhaps revealing characteristics of cell wall remodelling mechanisms specific to the Brassicales.

The phylogenetic relationship between transcription factors of fleshy fruits might indicate shared transcriptional regulatory networks. Although data presented in the manuscript is not enough to indicate how climacteric and non-climacteric fruits evolved, and some genes specific to papaya or those specifically expressed in fleshy organs might have been overlooked with the heterologous microarray, other approaches, e.g. RNAseq, are likely to contribute to new perspectives on how different fleshy fruits respond to ripening.

## Methods

### Samples

Papaya fruit (*Carica papaya* L. cv. ‘Golden’) were harvested at colour break to ¼ yellow (around 150 days after anthesis). One replicate of each unripe and ripe fruit samples for microarray assay was obtained from a previous study in 2007 [3]. The other two replicates of unripe and ripe samples for microarray and also for quantitative PCR analyses were obtained in 2010. Soon after harvest, the initial respiration and ethylene levels were determined [3]. Each experimental sample (unripe papaya and successive time points during the ripening process) comprised 12 individual fruits. After removal of the peel and seeds, the sliced pulp of each fruit was frozen in liquid N_2_ and stored at −80°C.

### Genomic DNA and total RNA extractions

Genomic DNA and total RNA extraction protocols were the same as previously described [29]. Total RNA was purified using the “RNeasy® Kit” (Qiagen). Nucleic acids were quantified in the NanoDrop® ND-1000 (Nanodrop Technologies^©^) and gel analyzed to verify their integrity [52]. Total RNA were also analyzed with Agilent 2100 Bioanalyser” (Agilent Technologies^©^) to confirm its integrity before each hybridization.

### Genomic DNA hybridization, probe-selection and cRNA hybridization

Genomic DNA was labelled with the Bioprime DNA labelling System kit (Invitrogen™), hybridized with Affymetrix GeneChip ATH1-121501 (Affymetrix) for 16 hours at 45°C using standard hybridization protocols (Affymetrix^©^) and analyzed by computed scanning. Using a *perl* script [53] and a range of user-defined threshold values (from 0 to 500), chip definition files (CDF) were created with papaya genomic DNA hybridization data (mask files). Probe-pairs were retained for analysis if their signal values were greater than the defined threshold. Probe-sets were retained if they contained more than one probe-pair. Total RNA (5 μg) from papaya pulp was reverse-transcribed to generate first strand cDNA containing a 5’-T7 RNA polymerase promoter sequence. Double stranded cDNA was synthesized using standard protocol, and the resulting samples were *invitro* transcribed by T7 DNA polymerase using biotinylated nucleotides to generate complementary RNAs (cRNAs). Purified cRNA (15 μg) were heat-fragmented and hybridized to ATH1-121501 for 16 hours at 45°C. The complete protocol has already been published [11]. For each fruit stage (unripe and ripe), a triplicate of hybridization was undertaken and all the hybridizations have been submitted to GEO (http://www.ncbi.nlm.nih.gov/geo; accession number GSE38105).

### Data analyses

Microarray Analysis Suite (MAS Version 5.0; Affymetrix) was used to generate .CEL files for each RNA hybridization. These files were loaded into GeneSpring version 7.2 (Agilent Technologies) software using the Robust Multichip Average (RMA) pre-normalization algorithm [54]. The computer files that were being loaded in GeneSpring were filtered using the CDF files generated using the genomic DNA hybridization. For each replicate array, each probe-set signal value from ripe samples was compared to the probe-set signal value of unripe samples to give gene expression ratios. Differentially expressed genes were identified using one-way ANOVA with a Benjamini and Hochberg false discovery rate multiple testing correction. The differentially expressed genes had their log_2_ signal intensities computed from the replicate chips and hierarchical clustering was carried out using the EPCLUST software [55] with a complete linkage algorithm and the Euclidian distance on normalized vectors of length 1 (chord distance) as parameters.

### Comparative analyses using PageMan and MapMan

Normalized gene expression data were subjected to analysis of functional categories using PageMan and MapMan functional categories [56,57]. Using the Wilcoxon test it was possible to assume whether significantly more genes in ripe vs. unripe point were up-regulated when normalized to their average expression. Expression data (log_2_ fold) from papaya microarray (ripe X unripe) was loaded and analysed in MapMan software for visualization of the cellular pathway [13] against *Arabidopsis* mapping (Ath_AFFY_ATH1_TAIR8_Jan2010). In the same way, expression data (log_2_ fold) from *Solanum lycopersicum* cultivar MicroTom (ripe X mature green; [58]) and *Vitis vinifera* cv. Pinot Noir (post-veráison X pre-véraison; [59]) were loaded and analysed in MapMan software, using data from Ozaki et al. [15] against *S*. *lycopersicum* mapping (Slyc_AFFY_SGN_BUILD2_070709) and Pilati et al. [14] against *V*. *vinifera* mapping (Vvin_AFFY_09), respectively. Log_2_ fold values of differentially expressed probe-sets from three species were compared and a Venn diagram enclosing only the log_2_ values, not the probe-set IDs (since three different platforms were used) was created. For papaya up-regulated probe-sets, the *Arabidopsis* gene annotations and functional classifications were analysed using the gene ontology (GO) function of the GeneSpring software.

### Quantitative analysis of gene expression by real time-PCR (*qPCR*)

For the validation of putative papaya genes identified by the XSpecies hybridization, the *Arabidopsis* genes represented in the hybridized chips were aligned individually against the WGS database using the *BLASTN* tool (score ≥ 100 and e-value ≤ 1e^-30^ as cut-off values). Papaya putative coding sequences that were satisfactory aligned to *Arabidopsis* genes were evaluated following the ‘Minimum Information for Publication of Quantitative Real-Time PCR Experiments – MIQE’ [60] and also according to the parameters: (1) pair of primers with melting temperature of 60°C and absence of primers-dimers and hairpins; (2) amplicon size between 75 and 200 bp; (3) amplicon evaluation with the mfold program [61]; and (4) amplicon alignment with an unique papaya WGS sequence (in order to not amplify two closely-related genes or a duplicated one). Twenty-one putative genes satisfied the above mentioned criteria and had their expression levels quantified. Primers were designed using Primer 3 (v.0.4.0) tool [62], and the sequences are shown in Additional file 9. As an internal controls, the putative actin gene located on chromosome LG9 contig 1059 (GenBank accession no. **ABIM01001059**) was used with sense (5^′^-CGT GAC CTT ACT GAT CAC TTG-3’) and reverse (5’-GTC AAG GGC AAT GTA AGA CAG-3’) primers in combination with the 18S rRNA (GenBank accession no. **U42514**) with sense (5^′^-AAA CGG CTA CCA CAT CCA AG-3’) reverse (5’-CGA AGA GCC CGG TAT TGT TAG GG-3’) primers. After on-column digestion of DNA with DNase RNase-free (NucleoSpin® - Macherey Nagel^©^), first-strand cDNA was synthesized with random primers from 1 μg total RNA using the ImProm-II Reverse Transcription System (Promega). For primer testing and identity confirmation, the fragments from preliminary PCR were cloned and sequenced. Real-time PCR was performed using the Platinum SYBR Green qPCR Supermix UDG (Invitrogen) in a “Rotor-Gene 3000 four channel Multiplexing System” (Corbett Research). The amplification was carried out under the following conditions; 50°C for 2 min followed by an initial denaturation step at 95°C for 2 min, 40 cycles at 95°C for 15 s, 60°C for 30 s, and 72°C for 30 s. Non Template Controls (NTCs) and melting curve analyses of amplicons were analysed for all experiments. The threshold cycle (Ct) values of the four technical replicate reactions were averaged using the Rotor-Gene 3000 software and quantification was performed using the relative standard curve method [63]. Samples used in *qPCR* experiments were a mixture of, at least, 32 fruits from 2010 second and third biological replicates [8] (Additional file 5). Developmental parameters included ripening-related events such as CO_2_ and ethylene production as well as pulp softening [3]. The results of the standard curves calculation are in Additional file 10. Data were analysed against the first day after harvest by one-way ANOVA, and means were compared using the Tukey test at α<0.05. Statistical analysis was carried out using OriginPro version 8 (OriginLab®).

### Comparative biology analysis between fleshy fruit organisms

In order to identify genes similarities shared between some fleshy fruit organs, a comparative biology analysis was done using qPCR tested papaya genes. The validated probe-sets were aligned to WGS database of papaya genome and the putative corresponding proteins were identified. Sequential TBlastN analyses were done using the putative papaya proteins and the WGS database for fleshy fruit organisms such as tomato (*S*. *lycopersicum*), strawberry (*F*. *vesca*), peach (*P*. *persica*) and grape (*V*. *vinifera*), and the corresponding proteins were also obtained for each organism. If otherwise stated, all sequences were identified from this manner. Together with *Arabidopsis* proteins and some other proteins, they were aligned using ClustalW [64] and phylogenetic trees were drawn using the Phylodendron^©^ software [65]. The Genbank ID and sequences of proteins used in comparative biology analysis are in Additional file 11.

## Abbreviations

Blast: Basic Local Alignment Search Tool; GO: Gene Ontology; qPCR: quantitative PCR; PCR: Polymerase chain reaction; TF: Transcription factor; WGS: Whole genome shotgun; XSpecies Microarray: Cross Species Microarray.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

JPF wrote the article and performed the research. GBS and JRON corrected the manuscript and helped in its preparation. NSG, MRB and STM helped in data analysis and manuscript preparation. FML and BRC helped in manuscript preparation. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Effect of *Carica papaya *genomic DNA (gDNA) hybridization on probe-pairs and probe-sets from the ATH1-121501 chip. **This additional figure describes how different values of hybridization intensity threshold (masks) affect the probe-sets and probe-pairs retained after papaya genomic hybridization in *A*.*thaliana* commercial chip. Click here for file

Additional file 2 **Differentially expressed probe**-**sets identified in papaya fruit. **This table is a full version (edited in Excel program) of Table 1 with crude data (19,286 probe-sets) and treated data (414 probe-sets). It describes the principal characteristics of probe-sets retained after threshold cut-off and comparison between ripe X unripe fruit, that includes systematic and common names of probe sets, normalized and raw values, fold time changes and *p* values, as well as GO identities for biological process, molecular function and cellular component. Click here for file

Additional file 3 **Hierarchical clustering of ATH1-121501 probe-sets hybridized with papaya RNA. **This figure describes the hierarchical clustering of the 414 probe-sets identified by the XSpecies microarray technique, showing different clusters of gene expression. Click here for file

Additional file 4 **Differentially expressed probe-sets identified in papaya fruit. **This table is a shorter version of Additional file 2, also edited in Excel program. However this table shows the probe-sets collected for generation of GO plot figure by names (Figure 1A and B) and also describes the parameters of Genespring software from statistical analyses. Click here for file

Additional file 5 **Ripening analysis from three different samples of papaya fruit. **This table describes the main parameters that were used for classifying as unripe (green) and ripe (yellow) papayas. This includes respiration (CO_2_ production), ethylene production and pulp firmness. Click here for file

Additional file 6 **Differentially expressed probe-sets identified in papaya fruit. **This table shows, in a reduced form, the probe-sets that were differentially expressed according to fold changes between ripe X unripe, but with a statistical *p*-value cut-off of 0.10, which returned 1,091 differentially expressed probe-sets. Click here for file

Additional file 7 **Overview of cell function transcripts from tomatoes, grapes and papayas in response to ripening. **This figure describes the cell function transcripts from tomato, grape and papaya fruits when analysed with the MapMan software.These values (and identities) were the same used to structure the Venn diagram in Figure 2. Click here for file

Additional file 8 **Differentially expressed transcription factors from papaya, tomato and grape. **This table is a simplified version of Table 2 (edited in Excel program) and Figure 3. The table only returns the results from MapMan analysis of overview ripening regulation of papaya fruit, but there is no comparison of transcription factors between three species. Click here for file

Additional file 9 **Nucleotide sequences used in qPCR. **This table describes the primers used in Real Time-PCR analyses. Click here for file

Additional file 10 **Standard curve calculation of Real Time-PCR primers. **This table describes the efficiency values, as well the standard curves for all primers used in Real Time-PCR experiments. Click here for file

Additional file 11 **Genbank ID and sequences of proteins used for comparative biology analyses. **This is compacted (zipped) file which contains all sequences of proteins used for generating the phylogenetic trees in order to analyse the comparative biology between different. Click here for file

# Supplementary material for: Analysis of ripening-related gene expression in papaya using an Arabidopsis-based microarray
**Source:** BMC Plant Biol. 2012 Dec 21;12:242. doi: 10.1186/1471-2229-12-242
**Supplement:** Additional file 1 — Effect of Carica papaya genomic DNA (gDNA) hybridization on probe-pairs and probe-sets from the ATH1-121501 chip. This additional figure describes how different values of hybridization intensity threshold (masks) affect the probe-sets and probe-pairs retained after papaya genomic hybridization in A.thaliana commercial chip.

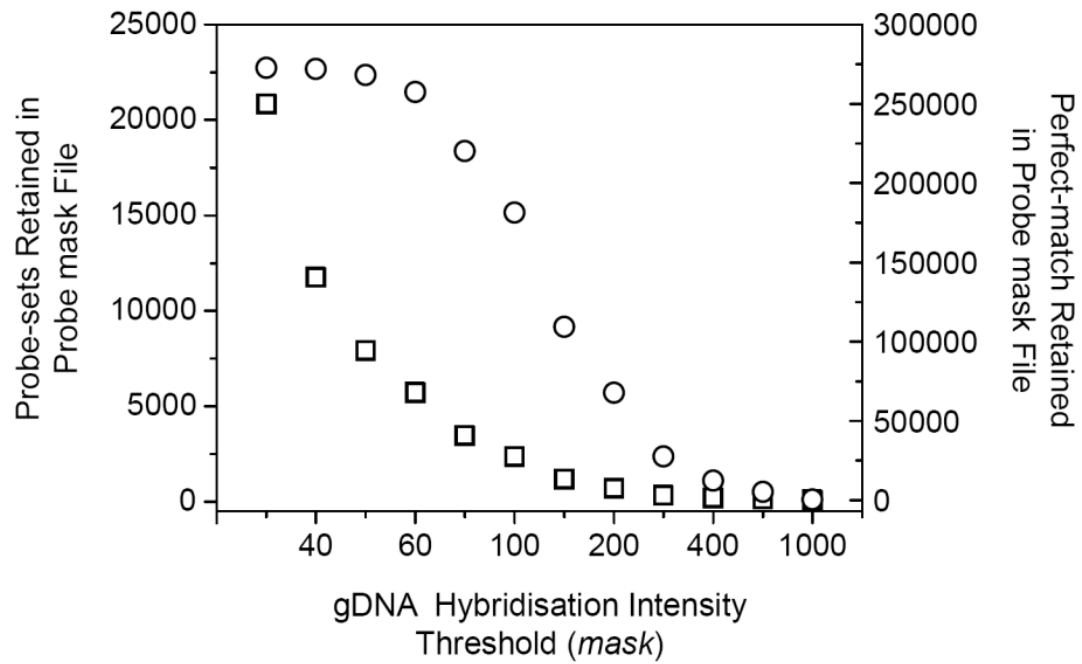

Supplementary Figure 1. Effect of *Carica papaya* genomic DNA (gDNA) hybridisation on probe-pairs and probe-sets from the ATH1-121501 chip. Different values of hybridisation intensity threshold (*masks*) affect both probe-sets and probe-pairs retained. Open circles are scaled to the left side of the graphic (i.e. probe-sets used in probe mask files) while open squares are scaled to the right side (i.e. probe-pairs used in probe mask files).

# Supplementary material for: Analysis of ripening-related gene expression in papaya using an Arabidopsis-based microarray
**Source:** BMC Plant Biol. 2012 Dec 21;12:242. doi: 10.1186/1471-2229-12-242
**Supplement:** Additional file 3 — Hierarchical clustering of ATH1-121501 probe-sets hybridized with papaya RNA. This figure describes the hierarchical clustering of the 414 probe-sets identified by the XSpecies microarray technique, showing different clusters of gene expression.

**Additional File 3.** **Hierarchical clustering of ATH1-121501 probe-sets hybridised with papaya RNA.** The hierarchical clustering of 414 *A. thaliana* probe-sets identified by the XSpecies microarray technique was done using the EPCLUST software. Each row represents the identified probe-set with log_2_ normalized intensities shown over the different stages: U, unripe; R, ripe. Total red and total green reflect putative transcriptional activation (≥3-fold) and repression (≤3-fold) respectively. The dendrogram shows the relationships between clusters of genes with similar expression pattern. Clusters generated by the cut of the tree at 0.75 height (distance) are displayed in Roman numbers.

# Supplementary material for: Analysis of ripening-related gene expression in papaya using an Arabidopsis-based microarray
**Source:** BMC Plant Biol. 2012 Dec 21;12:242. doi: 10.1186/1471-2229-12-242
**Supplement:** Additional file 5 — Ripening analysis from three different samples of papaya fruit. This table describes the main parameters that were used for classifying as unripe (green) and ripe (yellow) papayas. This includes respiration (CO2 production), ethylene production and pulp firmness.

Additional File 5. Ripening analysis from three different samples of papaya fruit.

Parameters	First Sample		Second Sample		Third Sample	
	Unripe	Ripe	Unripe	Ripe	Unripe	Ripe
CO ₂ (mg.Kg ⁻¹ .h ⁻¹)	2.42 ± 0.44	60.04 ± 4.05	11.19 ± 1.33	55.18 ± 2.36	12.34 ± 3.15	57.74 ± 5.31
Ethylene (mL.Kg ⁻¹ .h ⁻¹)	0.19 ± 0.03	4.08 ± 0.37	0.14 ± 0.07	8.36 ± 1.08	0.24 ± 0.31	7.91 ± 0.96
Pulp firmness (N.cm ⁻²)	12.49 ± 0.84 [†]	0.34 ± 0.11	211.21 ± 8.54 ^{††}	5.24 ± 0.78	208.79 ± 1.04 ^{††}	4.30 ± 0.56

[†]Pulp firmness measured with a "TA-42 knife blade with chisel end" probe [3];

^{††}Pulp firmness measured with a "TA-53 point 3 mm diameter" probe [8].

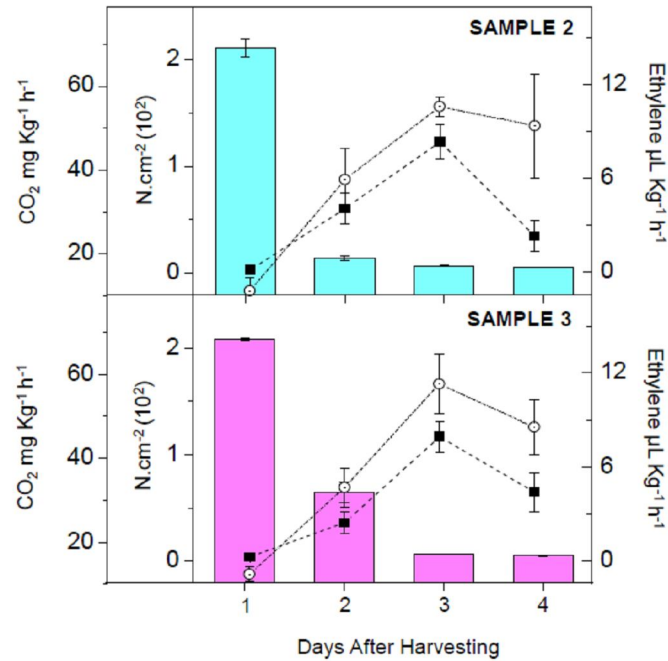

Additional File 5. Characterisation of papaya fruit ripening. Unripe papaya fruit had the amount of CO₂ produced by respiration (Open circles), production of endogenous ethylene (Black squares), and pulp firmness (Bars) monitored. Error bars indicate SDs of the mean (n=12) for each sampling (sample 2 and 3) [8]. Unripe and ripe fruit comprise data presented in the graphic for the 1st and 3rd days after harvesting.

# Supplementary material for: Analysis of ripening-related gene expression in papaya using an Arabidopsis-based microarray
**Source:** BMC Plant Biol. 2012 Dec 21;12:242. doi: 10.1186/1471-2229-12-242
**Supplement:** Additional file 7 — Overview of cell function transcripts from tomatoes, grapes and papayas in response to ripening. This figure describes the cell function transcripts from tomato, grape and papaya fruits when analysed with the MapMan software.These values (and identities) were the same used to structure the Venn diagram in Figure 2.

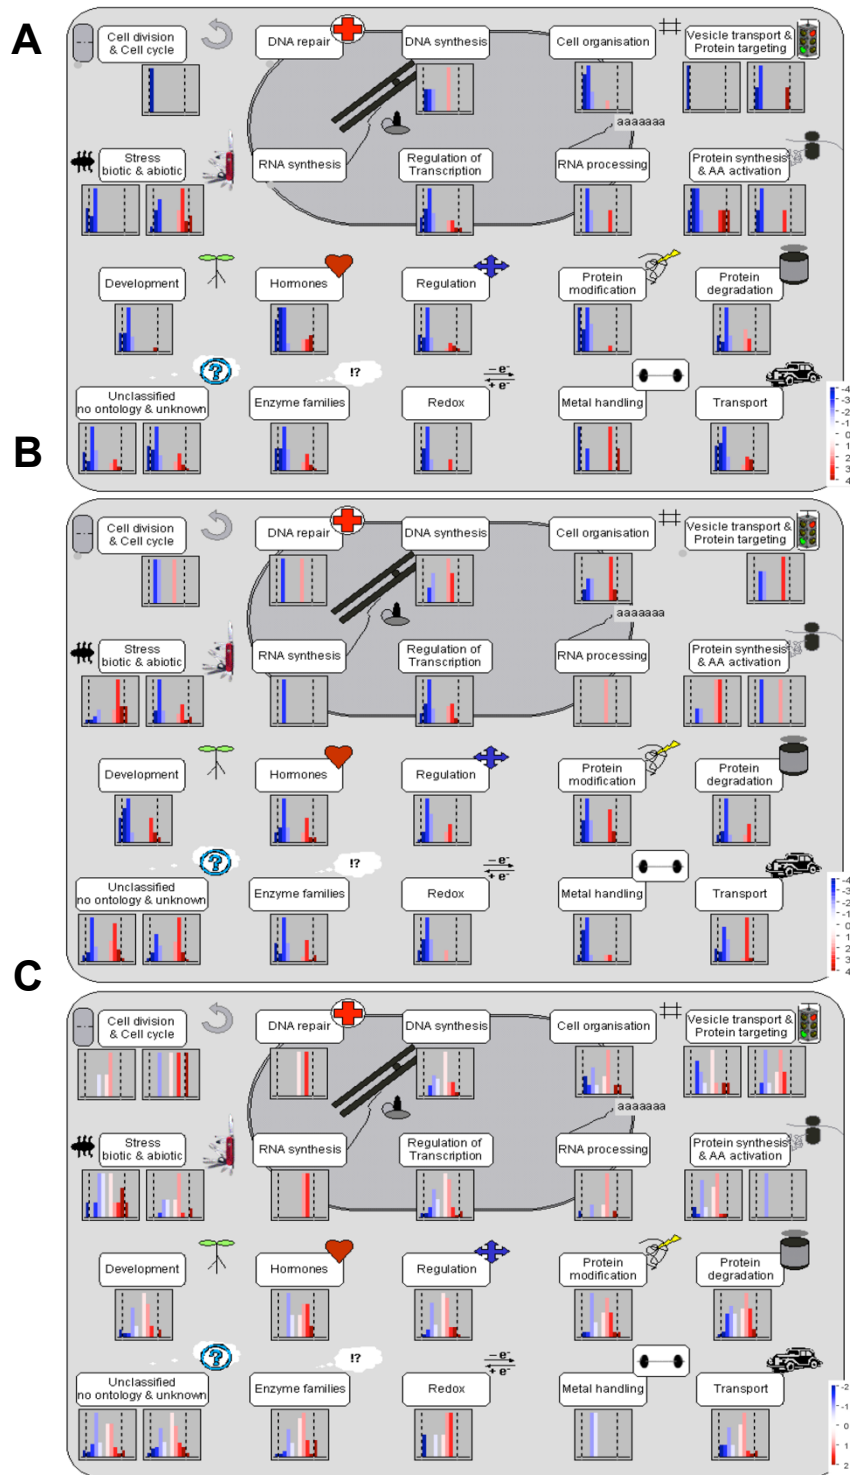

Supplementary Figure 3. Overview of cell function transcripts from tomatoes, grapes and papayas in response to ripening. Cell function transcripts from tomato (A), grape (B) and papaya (C) fruits were analysed using the MapMan software uploaded with microarrays results. Blue and red represent a decrease and an increase of expression respectively, relative to unripe fruits. It is visible 853 transcripts (from 1144) for tomato (> 2.00 fold), 992 transcripts (from 1150) for grape (> 2.00 fold) and 961 transcripts (from 1091) for papaya (> 1.25 fold). Tomato microarray data was downloaded from <http://ted.bti.cornell.edu> (Ozaki et

al., 2010); grape microarray data was downloaded from <http://biomedcentral.com> (Pilati et al., 2007).

# Supplementary material for: Analysis of ripening-related gene expression in papaya using an Arabidopsis-based microarray
**Source:** BMC Plant Biol. 2012 Dec 21;12:242. doi: 10.1186/1471-2229-12-242
**Supplement:** Additional file 9 — Nucleotide sequences used in qPCR. This table describes the primers used in Real Time-PCR analyses.

| **Supplementary Table 1.** Nucleotide sequences used in qPCR. | | |
| --- | --- | --- |
| *Gene* | *Primer name* | *Sequence (5’→3’)* |
| ENOL | >enol_f | GTGCTCCCAGTCATCTTGGT |
|  | >enol_r | TGGTGAAGCTCTCAAGGATC |
| FRUCT | >fruct_f | GACTGATGGATCCGTAGTG |
|  | >fruct_r | ACGCTGAAGAAGGATGGAG |
| LIP3 | >lip3_f | TGAACAGATGCTGCCTGAAG |
|  | >lip3_r | CCTCCTAATGAATGCCCAGT |
| LIP | >lip_f | CTCGAATTCGTCAACTTCACC |
|  | >lip_r | GTTTGGGTTGCGGTAACATTG |
| MEV | >mev_f | AGCTGCAGTTGGGAAGTTG |
|  | >mev_r | GAAATCCGTAGTCGTGCTG |
| ERF2 | >erf2_f | ATCAGAATAGCTGCCTCGTC |
|  | >erf2_r | GAGAGTATGGCTTGGGACAT |
| RAP2.1 | >rap2.1_f | AGGATGAGGAAGTGGGGTA |
|  | >rap2.1_r | ATGGACCACGGAGGTAGAA |
| ARF18 | >arf18_f | GTGTCCTTGCTACTGCTTCT |
|  | >arf18_r | GCGCATGCCTACAGAAAATC |
| AXR1 | >axr1_f | GTGATTTGGGTTGCAATGGG |
|  | >axr1_r | GCAATTCCTCCAATGAAGGC |
| ARP | >arp_f | AGGGAGGTCTGCCATTACAT |
|  | >arp_r | CGAGTCATGAGTTGGCAAGA |
| HSP70 | >hsp70_f | AGCTAGCCTTGCCATATCC |
|  | >hsp70_r | CTGCAATCCGATCATAGCG |
| ACX | >acx_f | CTTCGCCAACAATTTGGTCC |
|  | >acx_r | AGGGCATGAACATCTCCAAC |
| ERD3 | >erd3_f | CCGGATATTGAGACCTGGT |
|  | >erd3_r | CCCTCAGATGTGTCACGTA |
| ERD4 | >erd4_f | AAGAGCGATCAGAAGCGGTA |
|  | >erd4_r | CCGTGTCATTGGTGCATTGA |
| A-GAL | >a-gal_f | GTATAGGCGGAAGGTGGAT |
|  | >a-gal_r | AAGGCCACCTCTCTGGAT |
| EXP | >exp_f | GTAGCCCGTCAATCTTCGT |
|  | >exp_r | GGCCAAGTCGAAGTGAGAA |
| PL | >pl_f | CATGTTCTTGTCCTGCGTGT |
|  | >pl_r | CCATCCACGGCTCTAATTTC |
| PME1 | >pme1_f | GTGGTTTGTTCCTCAGCACA |
|  | >pme1_r | TGGAACGTAACTGCAAGTGG |
| PME2 | >pme2_f | GCAAGCTTTAGGGGTGTTGA |
|  | >pme2_r | AGGCCTGCAGAGCTTATTGA |
| CELL | >cell_f | GCCTCCAGACCCATTTCTTT |
|  | >cell_r | CATCGAAGATGGTGACAACG |
| XTH | >xth_f | GCACTCAGGAGGAAGAGTA |
|  | >wth_r | GTGGGACCAGAAGGAGTTT |

# Supplementary material for: Analysis of ripening-related gene expression in papaya using an Arabidopsis-based microarray
**Source:** BMC Plant Biol. 2012 Dec 21;12:242. doi: 10.1186/1471-2229-12-242
**Supplement:** Additional file 10 — Standard curve calculation of Real Time-PCR primers. This table describes the efficiency values, as well the standard curves for all primers used in Real Time-PCR experiments.

| **Supplementary Table 2.** Standard curve calculation of Real Time-PCR primers. | | | |
| --- | --- | --- | --- |
| *Name of the gene* | *Efficiency*  *(10^-slope^)* | *y=ax+b* | *R^2^* |
| ENOL | 2.02 | -3.2695x + 18.709 | 0.9909 |
| FRUCT | 2.31 | -2.7458x + 31.126 | 0.9867 |
| LIP3 | 2.02 | -3.2647x + 24.213 | 0.9994 |
| LIP | 1.81 | -3.8693x + 26.473 | 0.9972 |
| MEV | 1.94 | -3.4742x + 23.389 | 0.9998 |
| ERF2 | 1.82 | -3.8546x + 35.543 | 0.9922 |
| RAP2.1 | 2.03 | -3.2558x + 22.585 | 0.9949 |
| ARF18 | 2.00 | -3.3269x + 23.503 | 0.9963 |
| AXR1 | 1.81 | -3.8919x + 29.025 | 0.9464 |
| ARP | 1.89 | -3.6026x + 21.797 | 0.9898 |
| HSP70 | 1.98 | -3.3746x + 23.362 | 0.9998 |
| ACX | 1.97 | -3.3908x + 20.930 | 0.9983 |
| ERD3 | 2.10 | -3.0939x + 21.859 | 0.9999 |
| ERD4 | 1.98 | -3.3708x + 21.343 | 0.9969 |
| A-GAL | 2.20 | -2.9239x + 25.249 | 0.9872 |
| EXP | 2.00 | -3.3321x + 27.523 | 0.9885 |
| PL | 1.98 | -3.3722x + 23.508 | 0.9954 |
| PME1 | 1.94 | -3.4841x + 27.584 | 0.9906 |
| PME2 | 1.93 | -3.4997x + 28.439 | 0.9999 |
| CELL | 1.86 | -3.7239x + 24.695 | 0.9942 |
| XTH | 1.74 | -4.1503x + 28.827 | 0.9898 |
| ACTIN | 1.82 | -3.8506x + 22.049 | 0.9967 |
| 18S | 2.16 | -2.9901x + 25.783 | 0.9688 |

# Supplementary material for: Analysis of ripening-related gene expression in papaya using an Arabidopsis-based microarray
**Source:** BMC Plant Biol. 2012 Dec 21;12:242. doi: 10.1186/1471-2229-12-242
**Supplement:** Additional file 11 — Genbank ID and sequences of proteins used for comparative biology analyses. This is compacted (zipped) file which contains all sequences of proteins used for generating the phylogenetic trees in order to analyse the comparative biology between different.

>A.thaliana (AAM13911)
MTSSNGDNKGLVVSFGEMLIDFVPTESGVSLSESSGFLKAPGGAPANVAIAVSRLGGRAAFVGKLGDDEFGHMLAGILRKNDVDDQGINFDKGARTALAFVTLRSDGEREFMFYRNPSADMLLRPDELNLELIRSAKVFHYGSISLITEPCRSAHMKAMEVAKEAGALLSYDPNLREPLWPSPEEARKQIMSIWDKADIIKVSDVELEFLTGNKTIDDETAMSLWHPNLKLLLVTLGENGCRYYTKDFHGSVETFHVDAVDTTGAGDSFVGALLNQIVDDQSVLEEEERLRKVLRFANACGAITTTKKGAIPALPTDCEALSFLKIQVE

>C.papaya (ABIM01006358)
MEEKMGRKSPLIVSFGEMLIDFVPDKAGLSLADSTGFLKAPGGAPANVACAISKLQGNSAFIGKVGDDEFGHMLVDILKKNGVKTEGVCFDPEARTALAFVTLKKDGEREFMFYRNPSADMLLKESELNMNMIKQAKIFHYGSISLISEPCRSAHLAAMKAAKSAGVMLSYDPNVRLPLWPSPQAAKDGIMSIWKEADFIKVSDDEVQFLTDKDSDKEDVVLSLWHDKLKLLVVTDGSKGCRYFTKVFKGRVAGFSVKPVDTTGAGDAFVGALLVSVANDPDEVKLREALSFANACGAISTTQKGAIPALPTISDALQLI

>V.vinifera_1 (CBI16962)
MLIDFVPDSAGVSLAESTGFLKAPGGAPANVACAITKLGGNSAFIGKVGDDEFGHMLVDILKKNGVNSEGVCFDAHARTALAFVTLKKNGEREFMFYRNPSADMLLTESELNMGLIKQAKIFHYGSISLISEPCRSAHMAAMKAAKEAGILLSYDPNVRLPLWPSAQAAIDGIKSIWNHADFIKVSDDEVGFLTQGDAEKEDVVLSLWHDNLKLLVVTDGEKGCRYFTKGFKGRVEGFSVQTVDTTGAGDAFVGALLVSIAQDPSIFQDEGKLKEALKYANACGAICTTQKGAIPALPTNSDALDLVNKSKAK

>S.habroichates (Q7XJ81)
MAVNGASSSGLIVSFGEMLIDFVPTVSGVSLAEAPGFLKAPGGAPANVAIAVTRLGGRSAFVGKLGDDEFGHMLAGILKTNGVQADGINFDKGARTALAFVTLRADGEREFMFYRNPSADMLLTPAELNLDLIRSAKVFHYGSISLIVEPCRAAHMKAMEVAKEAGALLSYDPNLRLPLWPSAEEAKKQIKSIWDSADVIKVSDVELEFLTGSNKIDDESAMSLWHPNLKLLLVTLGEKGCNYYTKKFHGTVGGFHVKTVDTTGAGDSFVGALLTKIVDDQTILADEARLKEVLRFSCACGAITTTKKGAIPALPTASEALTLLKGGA

>S.lycopersicum (Q42896)
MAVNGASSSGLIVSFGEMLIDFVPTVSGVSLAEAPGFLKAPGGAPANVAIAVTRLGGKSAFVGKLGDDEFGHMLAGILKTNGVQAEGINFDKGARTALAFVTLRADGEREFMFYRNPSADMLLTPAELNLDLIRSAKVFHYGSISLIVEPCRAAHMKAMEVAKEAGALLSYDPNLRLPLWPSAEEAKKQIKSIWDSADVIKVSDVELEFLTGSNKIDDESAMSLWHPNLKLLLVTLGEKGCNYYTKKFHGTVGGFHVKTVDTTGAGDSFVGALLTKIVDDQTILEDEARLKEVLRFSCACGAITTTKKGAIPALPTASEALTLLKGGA

>V.vinifera_2 (XP_002263733)
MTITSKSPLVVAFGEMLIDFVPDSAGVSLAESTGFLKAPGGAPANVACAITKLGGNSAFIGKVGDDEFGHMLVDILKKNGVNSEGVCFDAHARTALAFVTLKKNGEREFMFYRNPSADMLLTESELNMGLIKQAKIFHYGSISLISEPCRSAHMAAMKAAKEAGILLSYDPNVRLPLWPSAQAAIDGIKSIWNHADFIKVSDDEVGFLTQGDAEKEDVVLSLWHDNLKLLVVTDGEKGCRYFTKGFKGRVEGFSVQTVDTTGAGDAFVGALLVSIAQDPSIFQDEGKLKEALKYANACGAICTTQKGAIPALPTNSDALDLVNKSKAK

>F.vesca_1 (AEMH01014352)
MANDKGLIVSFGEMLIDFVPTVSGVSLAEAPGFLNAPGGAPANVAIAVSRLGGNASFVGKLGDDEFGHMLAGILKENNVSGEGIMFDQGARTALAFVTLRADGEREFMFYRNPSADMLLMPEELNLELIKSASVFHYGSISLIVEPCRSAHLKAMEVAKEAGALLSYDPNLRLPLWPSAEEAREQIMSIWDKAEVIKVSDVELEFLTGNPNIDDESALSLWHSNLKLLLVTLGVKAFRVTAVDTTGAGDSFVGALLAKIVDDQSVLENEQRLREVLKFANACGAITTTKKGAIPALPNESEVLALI

>F.vesca_2 (AEMH01014958)
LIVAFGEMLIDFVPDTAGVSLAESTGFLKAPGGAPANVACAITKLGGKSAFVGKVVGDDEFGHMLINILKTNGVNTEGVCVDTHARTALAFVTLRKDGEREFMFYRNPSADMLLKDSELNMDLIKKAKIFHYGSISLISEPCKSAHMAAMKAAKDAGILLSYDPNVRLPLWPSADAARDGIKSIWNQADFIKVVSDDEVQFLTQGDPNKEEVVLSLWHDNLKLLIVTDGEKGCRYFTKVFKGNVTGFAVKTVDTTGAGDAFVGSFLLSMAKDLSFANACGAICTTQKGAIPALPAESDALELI

>P.persica (AEJG01002103)
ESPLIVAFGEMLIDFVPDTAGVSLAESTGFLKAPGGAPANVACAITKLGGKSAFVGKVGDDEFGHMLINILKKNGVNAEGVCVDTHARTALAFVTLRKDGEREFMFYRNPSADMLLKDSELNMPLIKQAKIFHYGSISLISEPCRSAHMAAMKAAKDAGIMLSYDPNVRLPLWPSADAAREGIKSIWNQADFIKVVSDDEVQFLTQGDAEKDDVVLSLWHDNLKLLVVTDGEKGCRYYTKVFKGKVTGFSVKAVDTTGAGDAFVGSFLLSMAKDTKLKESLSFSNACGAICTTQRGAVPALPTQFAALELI

>S.lycopersicum_WGS1 (AEKE02005933)
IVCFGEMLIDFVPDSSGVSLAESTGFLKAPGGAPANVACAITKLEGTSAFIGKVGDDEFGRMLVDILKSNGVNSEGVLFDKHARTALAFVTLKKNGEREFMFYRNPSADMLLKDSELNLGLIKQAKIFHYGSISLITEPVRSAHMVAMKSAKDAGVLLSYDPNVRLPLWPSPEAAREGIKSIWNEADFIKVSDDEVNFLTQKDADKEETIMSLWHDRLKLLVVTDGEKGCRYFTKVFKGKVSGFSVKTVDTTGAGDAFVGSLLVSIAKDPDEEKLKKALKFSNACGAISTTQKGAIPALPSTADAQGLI

How the deposited data were processed for this re-analysis (not part of the article)

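The data are signals from Affymetrix ATH1 GeneChips, designed for Arabidopsis and hybridized with cRNA of papaya pulp at 2 stages, unripe and ripe. According to the paper, the authors generated .CEL files with MAS 5.0, applied RMA in GeneSpring 7.2 and used papaya genomic DNA to mask probes. The deposited values are intensities (RMA signals on a linear scale), 1 per probe set and array. All 22810 probe sets have a value, so that the deposited set is not limited to the 19286 that the study's mask retained. The record of the series names a normalization against the genomic DNA hybridization and masks for the study. It does not say whether the deposited intensities include this. The authors' tests are stated in different words: the paper's methods name a one-way ANOVA with a Benjamini and Hochberg correction, while Additional file 4 names a test without equal variances and without correction.

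Samples were grouped by stage from their titles and from the paper, with 3 columns per stage. Within each stage the columns were checked against each other and proved proportional, so that they hold 1 independent set of values per stage; the reason is not given in the sources used here. The linear models, gene set tests, unequal-variance tests, replicate block and harvest year covariate chosen before the data were examined all need a spread between replicates, and none was run. The replicate numbers therefore could not be tested for pairing. 1 column with a sample, the genomic DNA array, was not used here.

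Each signal was set to at least 1 and transformed to log2, and the mean of the unripe columns was subtracted from that of the ripe columns. The 64 control probe sets were left out of counts, which leaves 22746. GEO's platform annotation gave 1 gene symbol for 13523 of these, several for 493 and none for 8730. Only probe sets with 1 symbol were named from it, and a symbol repeated for the same probe set counts as 1. Different probe sets of the same gene count separately in the lists and organelle groups. Genes of Tables 1 to 4 were named from the paper's tables and Additional file 4. Counts past 1.25 fold describe these 2 sets of values and are no test.

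Named genes are all papaya genes of Tables 1 to 4 and the gene identifiers in the discussion, whose values in the tables had been seen, the 10 highest and 10 lowest log2 differences among probe sets with 1 symbol and a mean signal above the median, and the 3 members of each list with the largest difference. The rule fixed before the data were examined also asked for p-values and for the same direction in all replicate numbers. These parts could not be applied, and size took the place of p after the columns were found proportional. A few further list members were added after their values were seen.

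There were 25 gene lists, fixed before the data were examined, with 543 entries in all. They were matched by gene identifier, otherwise by an unambiguous symbol, and 109 members were measured. For the 11 lists with at least 3 measured members, the median was given with its percentile among 10000 random lists of the same size, drawn within 40 bins of mean signal (seed 20). This describes these arrays and is no test. The genes encoded in the organelle genomes were grouped after their values had been seen.

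Precision is limited by 1 set of values per stage and by dim signals, since arrays give no depth. Intervals of shares are 95% Wilson intervals and cover counting error only. The correlation of Table 4 used 100000 permutations over genes. Alternatives were quantile normalization, median centring, filters at the 25th percentile and the median of mean signal, 16 added to each signal, the ratio of mean linear signals and leaving out each column or replicate number. Scaling to the bioB, bioC and bioD or to the cre hybridization controls, a filter at the brightest Bacillus subtilis control and a plastid group by Gene ID were added after seeing the data. The procedure was tested on simulated data: of probe sets set to a log2 difference of 0.5 either way with noise of SD 0.1, 88.3% passed 1.25 fold, against 2.27% of unchanged ones. That SD was set by hand, since the deposited columns hold no replicate spread. The 2.27% is therefore no background rate for the counts past 1.25 fold. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.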

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

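Tests of explanations here were chosen after the result was seen, except that of the study's own values for the plastid-encoded genes. In ripe pulp 5 genes outside the study's lists differed by over 2.0 fold from unripe pulp, with signals above those of the bacterial control probe sets in at least 1 stage. The paper's text and tables do not name them, though Additional file 2 holds the study's values for rpl23, psbD and ndhB: rpl23 (log2 difference -1.25), psbD (-1.22) and AT1G64560 (-1.17) were lower, and AT3G17050 (1.03) and ndhB (1.44) were higher.

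The signals of genes encoded in the plastid genome were lower in ripe pulp as deposited. Scaled to bioB, bioC and bioD, their median log2 difference turned to 0.31, beside 0.60 for all probe sets. As deposited, 57 of 69 plastid-encoded probe sets were lower, with a median log2 difference of -0.29 (61 of 77, at -0.26, with symbols that both organelle genomes use, such as rps14 at 0.37). The 22 mitochondrial probe sets had a median of 0.017. For 54 of the plastid-encoded probe sets, at -0.24 (95% interval of the median -0.42 to -0.083), a lower reading of all bright probe sets is argued against. Probe sets of the same mean signal outside the organelle genomes had a median of -0.0065. Under quantile normalization the medians of both were -0.20 (interval -0.41 to -0.073) and 0.0010. For the 15 brightest, at -0.41 or -0.12 under quantile normalization, it stays open. The 14 comparable probe sets had a median of -0.025 with an interval (-0.35 to 0.22) that overlaps theirs. Intervals of medians here cover the spread among probe sets, which are not independent replicates, and no uncertainty of the difference between the stages. A step particular to the deposited table is argued against too. In the study's own normalized values (the first 1999 of 19286 rows of Additional file 2), the same 69 probe sets had a median of -0.46, with an interval from -0.64 to -0.34. Steps that both sets of values share, such as the hybridization, would lower both alike and stay open. A biological candidate explanation is a decline of plastid function during ripening, and it stays open. The 8 measured of 39 nuclear photosynthesis genes had a median of 0.12, inside the central 95% of random lists. All 8 were dimmer than the brightest bacterial control probe set in both stages, so that this list cannot decide the question.

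The replicate columns of each stage are proportional. Of the probe sets, 0 departed from 1 ratio between the columns in either stage. In the study's own normalized values the log2 ratio of the range ends varied among probe sets, with an SD of at least 0.39. This argues against normalization that made separate arrays look alike only for steps that both sets of values share. A step particular to the deposited table stays open, since the study's values need not have passed through it. Why the columns are proportional is not given in the sources used here, and no biological explanation was tested.

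Probe sets listed by the study differed less in the deposited values than in its tables, with median log2 sizes of 0.14 and 0.66 over the 414. An added background would shrink dim probe sets more than bright ones. The 47 brighter than the bacterial controls had 0.319 times the listed median size, and the dimmer ones had 0.214 times. Bright here means only a signal above 8.24, beside a median of 4.21, so that a background may have shrunk both. This comparison therefore cannot decide how much of the gap a background explains. Selection for large differences would not widen values of probe sets that were not selected, but over the 1999 rows of Additional file 2 the spread of log2 ratios was 2.33 times that of the deposited values. Selection may still add to the gap among the listed probe sets, whose median sizes lie further apart than that. The genomic DNA mask, a different number of arrays and the ripening difference itself were not tested and stay open.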

How the results depend on the processing

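No paired analysis was possible because the columns of each stage hold 1 independent set of values, so that no difference between the stages has a test; for the same reason linear models, gene set tests, array weights, harvest year and unequal-variance tests were not run, and the genomic DNA filter was not run because that array was not analysed here. Dim signals limit most probe sets. The counts past 1.25 fold, 812 higher and 804 lower, fell to 17 and 30 with 16 added to each signal and, with only probe sets brighter than the Bacillus subtilis controls, to 213 and 243. Leaving out replicate 1 or 2 of either stage, which shifts all differences by a constant, gave 418 to 1498 higher and 433 to 1569 lower, and 65.8% to 75.0% of the 1091 probe sets with the study's sign, against 71.4%. Scaled to the bacterial hybridization controls bioB, bioC and bioD, 21525 were higher and 8 lower, the sign of the study held for 50.7% of the 414 and 61.4% of the 1091 probe sets, 95.5% of the factors of Table 2 were higher, and the median of plastid-encoded genes turned to 0.31, beside 0.60 for all probe sets, since this scaling raises every value alike. Of 248 single genes and list medians 85 changed sign under that scaling, of which AT5G08570 (0.11), AT4G29010 (0.21), AT3G57390 (0.22), AT3G07010 (0.25), AT3G26380 (0.27) and AT5G22060 (0.27) were past 1.25 fold as deposited. Scaled to cre, 1359 were higher and 487 lower, 74.9% of the 1091 had the study's sign, the plastid median was -0.24, and 16 of the 248 changed sign, none past 1.25 fold. The plastid median, -0.29 as deposited, was -0.14 with 16 added and -0.16 under quantile normalization, and -0.26 with the symbols that both organelle genomes use. The study's sign held for 83.1% of the 414 without probe sets below the median signal, and for 87.2% of the 414 and 75.4% of the 1091 among probe sets brighter than the Bacillus subtilis controls. Without probe sets below the 25th percentile of mean signal, 1 gene list (ascorbate) lay outside the central 95% of random lists, against 0. Both scalings, the filter at the controls and the wider plastid group were chosen after seeing the data, and the cause of these shifts was not tested beyond the constant factor between columns. None of the 248 that was past 1.25 fold changed sign under quantile normalization. The other settings could not test this: 16 added or the linear ratio cannot turn a sign in proportional columns. Median centring or a left-out column shifts all differences by a constant smaller than 1.25 fold. Such a shift also leaves the correlation of Table 4 (0.514 as deposited) as it is. That correlation was 0.507 under quantile normalization, 0.356 with 16 added and 0.0917 without probe sets below the median signal.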

Differences from the paper's values

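Log2 differences of ripe against unripe pulp in the deposited values were set beside those printed for papaya in Tables 1 to 4, each gene once where a later table repeats the value rounded. The deposited differences have no replicate error, so values count as different when their signs differ or when 1 fold is over 1.5 times the other. The replicate error behind the paper's values was not used in this rule. The paper's values were made with masked probes, and whether those deposited were is not stated. Of 120 values, 69 differ, 29 in sign and 40 in size, and 51 do not.

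In Table 1 the sign differs for AT2G22240 (the paper's 0.748, deposited -0.039), AT1G75940 (the paper's -0.482, deposited 0.076), AT2G29990 (the paper's 1.108, deposited -0.15), AT5G63860 (the paper's 1.625, deposited -0.063), AT1G17720 (the paper's 0.420, deposited -0.0026), AT3G58640 (the paper's -0.599, deposited 0.049); AT3G61950 (the paper's 0.589, deposited -0.13), AT3G55620 (the paper's 0.743, deposited -0.65), AT3G05860 (the paper's -0.357, deposited 0.038), AT1G05180 (the paper's -0.472, deposited 0.10), AT1G58110 (the paper's -1.311, deposited 0.15), AT3G05165 (the paper's -0.711, deposited 0.0030); AT5G06650 (the paper's 3.432, deposited -0.17), AT3G12290 (the paper's 0.778, deposited -0.050), AT5G07200 (the paper's 0.578, deposited -0.00080), AT5G48450 (the paper's 0.501, deposited -0.26), AT4G04340 (the paper's -0.749, deposited 0.081). The sign is the same and the size differs for AT1G50390 (the paper's 1.738, deposited 0.24), AT3G08900 (the paper's 0.759, deposited 0.17), AT2G06850 (the paper's -0.862, deposited -0.056), AT4G28320 (the paper's -2.911, deposited -0.14), AT5G51060 (the paper's 1.809, deposited 0.037), AT3G24200 (the paper's 1.610, deposited 0.32); AT2G05180 (the paper's 0.834, deposited 0.056), AT3G62590 (the paper's 3.851, deposited 0.20), AT1G53920 (the paper's 1.710, deposited 0.14), AT5G65110 (the paper's 1.038, deposited 0.23), AT1G30370 (the paper's 0.972, deposited 0.25), AT1G76700 (the paper's 1.080, deposited 0.33); AT5G22060 (the paper's -1.032, deposited -0.34), AT2G43510 (the paper's 1.401, deposited 0.077), AT2G17310 (the paper's -1.211, deposited -0.047), AT3G03670 (the paper's -1.831, deposited -0.21), AT2G30420 (the paper's 1.689, deposited 0.040), AT2G24500 (the paper's 0.856, deposited 0.15); AT2G06020 (the paper's -1.482, deposited -0.20), AT3G61830 (the paper's 1.004, deposited 0.12), AT4G18290 (the paper's 1.868, deposited 0.045), AT5G59030 (the paper's 1.015, deposited 0.34), AT3G12390 (the paper's -0.801, deposited -0.10), AT1G77990 (the paper's -1.269, deposited -0.17); AT5G16050 (the paper's 1.466, deposited 0.21), AT5G65430 (the paper's 1.450, deposited 0.079), AT5G01190 (the paper's 1.024, deposited 0.28), AT1G70140 (the paper's 0.760, deposited 0.072), AT4G24780 (the paper's -1.228, deposited -0.10).

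In Tables 2 to 4 the sign differs for AT2G16400 (the paper's 1.76, deposited -0.0082), AT3G04030 (the paper's 0.43, deposited -0.030), AT5G66730 (the paper's 1.07, deposited -0.044), AT2G43580 (the paper's -0.50, deposited 0.10), AT5G44510 (the paper's 0.47, deposited -0.015), AT2G02120 (the paper's 0.86, deposited -0.10); AT1G20030 (the paper's -0.71, deposited 0.013), AT2G22360 (the paper's -0.49, deposited 0.028), AT3G58020 (the paper's -0.56, deposited 0.084), AT5G59720 (the paper's 0.66, deposited -0.13), AT3G22530 (the paper's 1.68, deposited -0.066), AT4G07960 (the paper's 0.34, deposited -0.12). There the size alone differs for AT5G08520 (the paper's 0.83, deposited 0.025), AT5G45420 (the paper's 0.80, deposited 0.21), AT3G12820 (the paper's 0.72, deposited 0.065), AT5G43510 (the paper's -1.08, deposited -0.22), AT1G12290 (the paper's 1.22, deposited 0.028), AT2G32120 (the paper's 0.75, deposited 0.037); AT3G09940 (the paper's 0.87, deposited 0.076), AT1G09910 (the paper's -1.01, deposited -0.024), AT3G23820 (the paper's -1.55, deposited -0.21), AT5G15630 (the paper's 0.66, deposited 0.026), AT5G53250 (the paper's 1.13, deposited 0.14).

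Of these 69, 59 differ under all of the alternatives set before the data were examined that keep the probe set, and 10 do not under at least 1. Without ripe replicate 1 or without unripe replicate 2, AT3G08900, AT1G17720, AT5G07200, AT5G45420, AT3G04030, AT5G44510 and AT5G15630 no longer differ, and without unripe replicate 1 AT3G58640, AT3G05860 and AT2G22360 no longer do, AT3G05860 and AT2G22360 also without ripe replicate 2. AT3G08900 and AT5G07200 also do not differ without unripe replicate 3, nor AT5G07200 under quantile normalization. Of the 51 values that do not differ, 16 do under at least 1 alternative. Scaling to bioB, bioC and bioD was not among these alternatives. It raises every log2 difference by 0.60, so that some of the 69, such as AT2G22240, would no longer differ. Others would come to differ, such as AT3G26380, which is lower in Table 1 and would turn higher.

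The text gives ARP, alpha-galactosidase and expansin as higher in ripe fruit, for genes it also measured by quantitative PCR, while the deposited values of AT1G67700 (-0.30), AT3G26380 (-0.33) and AT2G39700 (-0.038) are lower, which is the sign Table 1 prints. It lists AT2G29990 among higher genes of energy metabolism, at -0.15 in the deposited values, where AT5G08300 (0.42) and AT3G24200 (0.32) are higher. The paper states that a pair of ERD genes was lower in ripe fruit, and the deposited value of AT4G04340 is higher, at 0.081, while that of AT2G39750 is lower, at -0.076. It also states that chitinases and thaumatins did not differ in papaya, and no difference from this is counted, since of the 21 measured 1 was past 1.25 fold, a smaller share than the 7.10% of all probe sets. Some genes whose sign differs from Table 1 were also measured by the paper's quantitative PCR. There PME1 (AT5G48450) was lower in ripe fruit, the direction of its deposited value (-0.26). AXR1 (AT1G05180) and ERD4 (AT4G04340) were lower there too, which is the sign of Table 1 and not of the deposited values. The paper's counts of up- and down-regulated probe sets use a p-value and were not compared.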

Other observations

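Some gene groups were measured that the text has not yet described. In the nuclear photosynthesis list PSBY (AT1G67740, 0.19), PSAN (AT5G64040, 0.18), PSBW (AT2G30570, 0.16), PRK (AT1G32060, 0.13) and ATPC1 (AT4G04640, 0.12) had higher log2 signals in ripe pulp and the light-harvesting gene LHCB4.1 (AT5G01530, -0.30) a lower one. The list stood at percentile 95.5 of random lists, within the central 95%. Among plastid genes, grouped after their values were seen, the NADH dehydrogenase-like complex had a median of -0.49, the ATP synthase -0.42, the ribosome and polymerase -0.39 and the photosystems and cytochrome complex -0.31. The other 10 plastid genes had a median of -0.020, with rbcL (0.41) and accD (0.35) higher. Against the median of their classes ndhB of the NADH dehydrogenase-like complex was higher, at 1.44, and psbB was higher, at 0.68, as was mitochondrial cox1, at 0.48.

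Of the jasmonate and beta-oxidation list AIM1 (AT4G29010) was lower, at -0.39 (0.21 when scaled to bioB, bioC and bioD), and OPCL1 was at 0.086. The ethylene signalling factor EIN3 was at -0.022. An oleosin-like seed marker (AT3G01570) was at -0.31, and no marker of peel or of vascular tissue was matched to a probe set. Of the reference genes SAND (AT2G28390) was higher by 0.35 and TIP41 (AT4G34270) was at -0.057.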
